# The ubiquitin-conjugating enzyme HR6B is required for maintenance of X chromosome silencing in mouse spermatocytes and spermatids

**DOI:** 10.1186/1471-2164-11-367

**Published:** 2010-06-10

**Authors:** Eskeatnaf Mulugeta Achame, Evelyne Wassenaar, Jos W Hoogerbrugge, Esther Sleddens-Linkels, Marja Ooms, Zu-Wen Sun, Wilfred FJ van IJcken, J Anton Grootegoed, Willy M Baarends

## Abstract

**Background:**

The ubiquitin-conjugating enzyme HR6B is required for spermatogenesis in mouse. Loss of HR6B results in aberrant histone modification patterns on the trancriptionally silenced X and Y chromosomes (XY body) and on centromeric chromatin in meiotic prophase. We studied the relationship between these chromatin modifications and their effects on global gene expression patterns, in spermatocytes and spermatids.

**Results:**

HR6B is enriched on the XY body and on centromeric regions in pachytene spermatocytes. Global gene expression analyses revealed that spermatid-specific single- and multicopy X-linked genes are prematurely expressed in *Hr6b *knockout spermatocytes. Very few other differences in gene expression were observed in these cells, except for upregulation of major satellite repeat transcription. In contrast, in *Hr6b *knockout spermatids, 7298 genes were differentially expressed; 65% of these genes was downregulated, but we observed a global upregulation of gene transcription from the X chromosome. In wild type spermatids, approximately 20% of the single-copy X-linked genes reach an average expression level that is similar to the average expression from autosomes.

**Conclusions:**

Spermatids maintain an enrichment of repressive chromatin marks on the X chromosome, originating from meiotic prophase, but this does not interfere with transcription of the single-copy X-linked genes that are reactivated or specifically activated in spermatids. HR6B represses major satellite repeat transcription in spermatocytes, and functions in the maintenance of X chromosome silencing in spermatocytes and spermatids. It is discussed that these functions involve modification of chromatin structure, possibly including H2B ubiquitylation.

## Background

The ubiquitin-conjugating enzymes HR6A(UBE2A) and HR6B(UBE2B) are two very similar mammalian homologs of yeast Rad6 [1]. Ubiquitin-conjugating enzymes act together with ubiquitin-activating (E1) and ubiquitin-ligating (E3) enzymes, to conjugate the small 8 kDa ubiquitin protein to specific protein substrates. Poly-ubiquitylation usually targets a substrate for degradation by the proteasome [2], whereas mono-ubiquitylation is involved in various processes including DNA repair and regulation of gene expression [3]. In yeast, Rad6p is involved in different pathways, interacting with different E3 ubiquitin ligase partners. Together with the ubiquitin ligase Ubr1, Rad6 ubiquitylates proteins with destabilizing N-termini [4]. The yeast Rad6-Rad18 heterodimer ubiquitylates proliferating cell nuclear antigen (PCNA) at sites of stalled replication forks during S phase [5]. In addition, Rad6p and the ubiquitin ligase Bre1 are required for ubiquitylation of histone H2B [6-8], a histone modification that is generally associated with ongoing gene transcription [9-11]. Sequential H2B ubiquitylation and deubiquitylation are associated with transcription elongation of certain genes [12,13]. However, Rad6p, and H2B ubiquitylation are also required for silencing of telomeres [14]. Ubiquitylation of H2B by Rad6 depends on phosphorylation of S120 by the cyclin dependent kinases Bur1 and Bur2 [15]. S120A *rad6 *mutants also showed a slow growth phenotype [15]. In human cells, HR6A has also been shown to be a phosphoprotein, and phosphorylation of the conserved S120 residue of HR6A greatly enhanced its in vitro ubiquitylation activity [16].

Chromatin structure depends to a great extent on posttranslational modifications of histones. The combinatorial presence of different acetylations, methylations, phosphorylations, ubiquitylations and sumoylations of the different core histones constitutes the so-called histone code [17], which provides a specific binding platform for regulatory proteins that may also mediate the addition or removal of such posttranslational modifications, or otherwise affect chromatin accessibility.

Ubiquitylation of H2B was shown to be required for subsequent trimethylation of H3K4 and H3K79 [14,18-20]. However, recent data suggest that ubiquitylation of H2B may not be the sole determinant for these modifications in yeast, and that another Bre1 substrate may also be involved [21]. These modifications are known to localize to active chromatin. In mammalian cells, two Bre1 homologs have been identified; RNF20/BRE1A and RNF40/BRE1B, and both appear to be involved in H2B ubiquitylation [22,23]. It has been reported that UBCH6, and not HR6A or HR6B, is the ubiquitin-conjugating enzyme that acts together with RNF20 and RNF40 to ubiquitylate H2B [23]. However, more recent data have shown that depletion of both HR6A and HR6B from human cells results in strongly reduced H2B ubiquitylation [24]. In addition, both Rad6p homologs interact directly with the BRE1A/BRE1B heterodimer [24].

Since HR6A and HR6B differ at only 8 amino acid positions, it is thought that the proteins perform redundant functions, and single gene mutations therefore yield relatively mild phenotypes in mouse [25,26]. *Hr6a *knockout male mice are normal, and females display maternal factor infertility [26]. In contrast *Hr6b *knockout females are normal, and males are infertile [25]. These opposing phenotypes may be due to the fact that HR6A is expressed at a much higher levels than HR6B in oocytes, whereas the reverse is true for developing spermatids [26,27]. This differential gene expression in male and female developing germ cells is related to the fact that HR6A is encoded by the X chromosome [26], and oocytes have two active X chromosomes [28-30], whereas the X chromosome is inactivated during spermatogenesis [31].

As homologous chromosomes pair and align during meiotic prophase, a protein structure is formed that connects the chromosomal axes of the paired chromosomes. This complex is called the synaptonemal complex (SC) (reviewed in [32]). At the zygotene stage of meiotic prophase, pairing has commenced, and the pairing is completed at the pachytene stage. The largely heterologous X and Y chromosomes pair only in the pseudoautosomal region. During the transition from zygotene to pachytene, the presence of unsynapsed sex chromosome arms triggers silencing of X and Y, leading to XY body formation and so-called meiotic sex chromosome inactivation (MSCI) (reviewed in [33]). During postmeiotic spermatid development, several X chromosomal genes are re-expressed or first expressed in the haploid round spermatids, but the average expression level of X chromosomal genes is still low compared to that of autosomal genes [34]. In addition, spermatids, carrying either an X or a Y chromosome, form a distinct postmeiotic sex chromatin (PMSC) area that is enriched for specific histone modifications such as the heterochromatin marker H3K9me3 [34,35]. Recently, Mueller et al [36] showed that the mouse X chromosome is enriched for multicopy genes that show postmeiotic expression. RNA FISH data suggest that the presence of multiple copies enhances the chance of these genes to produce a transcript in a generally repressive chromatin environment [36].

HR6B and RAD18 are both enriched on the XY body of mouse pachytene spermatocytes [37]. Previously, we have shown that mutational loss of *Hr6b *results in specific defects in chromatin structure regulation, visualized by aberrant SC structure and histone modification patterns [38,39]. Surprisingly, global ubiquitylation of H2A and H2B, measured in extracts isolated from *Hr6b *knockout spermatocytes and spermatids, was not affected [39]. In contrast, we observed an increased amount of H3K4me2 specifically on the XY body in spermatocytes and on the sex chromosomes in round spermatids [39]. In addition, H2AT120 phosphorylation was enhanced, first on the XY body of late pachytene spermatocytes, and somewhat later in meiotic prophase also on autosomal chromatin of diplotene and metaphase I spermatocytes. Finally, H3K9me2 was lost from centromeric chromatin in *Hr6b *knockout late spermatocytes and round spermatids [39]. With quantitative RT-PCR (qRTPCR) analysis for selected autosomal and X chromosomal genes, we found a specific derepression of X-chromosomal gene activity for RNA isolated from mixed germ cells and purified spermatids from *Hr6b *knockout mice [39]. From this, we concluded that HR6B controls different histone modifications in spermatocytes and spermatids, which contributes to the postmeiotic maintenance of X chromosome silencing.

Herein, we have performed a global analysis of gene expression in purified spermatocytes and spermatids from wild type and *Hr6b *knockout mice. This allowed us to link the observed changes in the histone code, caused by loss of HR6B, to changes in gene expression in a more global manner. We found a very limited change in gene expression in *Hr6b *knockout spermatocytes compared to wild type cells. In sharp contrast, *Hr6b *knockout spermatids show numerous changes in gene expression. The present results show that *Hr6b *is an important factor that is required for the maintenance of sex chromosome inactivation in both spermatocytes and spermatids. In addition, our data provide novel information about the capability of wild type spermatids to transcriptionally activate a large number of single-copy X-linked genes.

## Results

### HR6A/B is enriched on the XY body and centromeric chromatin of pachytene spermatocytes

Previously, we have shown that HR6A/B is enriched on the XY body of pachytene spermatocytes [37]. Using different antibodies that recognize phosphorylated (pHR6A/B) and nonphosphorylated HR6A/B, we performed a more detailed analysis of HR6A/B subnuclear localization throughout meiosis. These antibodies were directed against phosphorylated and nonphosphorylated yeast Rad6 peptides that show high similarity to the analogous sequence of mouse HR6A and HR6B (see Methods). We used an antibody against the synaptonemal complex protein 3 (SYCP3) to substage the meiotic prophase. Figure 1A shows the results of immunostaining for HR6A/B using a polyclonal antibody directed against nonphosphorylated Rad6p. Specific signal was observed as small foci in the nucleus and on the developing SCs in leptotene and zygotene. In pachytene, HR6A/B is enriched on the XY body, and accumulates on the SC ends. During diplotene, HR6A/B is gradually lost from the nucleus, except from the centromeric regions that become highly enriched during metaphase. In spermatids, no specific staining was observed (not shown). Using an antibody against the same phosphorylated epitope (S120), pHR6A/B showed a more clear enrichment on centromeric DNA of early pachytene nuclei, and on the XY body during late pachytene. During later stages, including metaphase, pHR6A/B was absent from centromeric DNA (Figure 1B).

**Figure 1:**
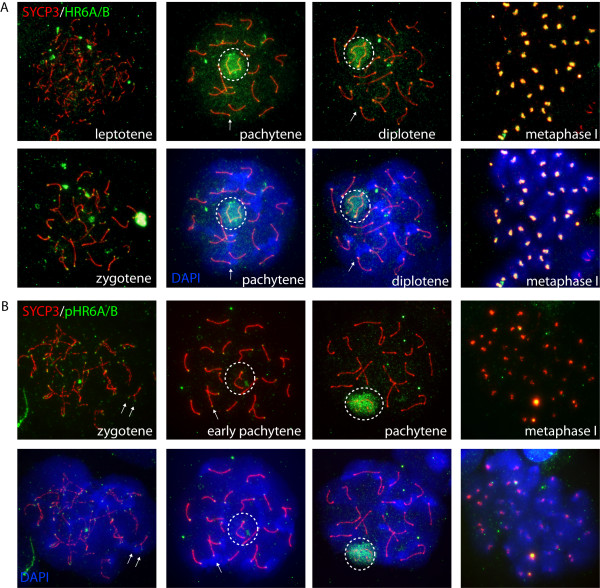
**HR6A/B localizes to centromeric chromatin in early pachytene**. A, B: Immunostaining of spread spermatocyte nuclei for nonphosphorylated HR6A/B (green, A), phosphorylated HR6A/B (green, B), and SYCP3 (red A, B), The merge with DAPI (blue) staining for DNA is shown for a selection of nuclei. The centromeric ends of the SCs can be identified based on the more intense DAPI staining. Arrows indicate centromeric ends that are positive for phosphorylated and non-phosphorylated HR6A/B. The XY body is encircled. During leptotene and zygotene, both phosphorylated and nonphosphorylated HR6A/B accumulate as foci in the nucleus and on the developing SCs. Some centromeric and telomeric ends of the SCs also are enriched for phosphorylated and non-phosphorylated HR6A/B. During early pachytene, the XY body is not enriched for phosphorylated HR6A/B. At this stage, a clear accumulation of phosphorylated HR6A/B is observed on the centromeric ends of the SC. During late pachytene, this staining is lost, and phosphorylated and non-phosphorylated HR6A/B are prominent on the XY body. At metaphase of the first meiotic division, HR6A/B is highly enriched at centromeres, but not phosphorylated.

### X-linked spindlin-like gene transcription is upregulated in Hr6b knockout spermatocytes

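Gene expression was measured in spermatocytes, the cells in meiotic prophase in which the X and Y chromosomes are silenced, and in round spermatids, the haploid cells that follow them. Both cell types were isolated by sedimentation at unit gravity and Percoll centrifugation from testes of wild type and Hr6b knockout mice of 4 to 5 weeks. Each of the 4 groups has 2 arrays, 8 in total, of the Affymetrix Mouse Genome 430 2.0 type. The authors background-corrected and normalized the values and summarized them per probe set with RMA, on the log2 scale, and they were used here without further normalization. A linear model with a mean for each group was fitted to all 8 arrays with limma, whose empirical Bayes step gave each probe set a spread with 4 residual and 5.85 prior degrees of freedom. The Benjamini-Hochberg adjustment covered 45037 probe sets, all but the 64 control probe sets, and a probe set is called higher or lower in the knockout at an adjusted p under 0.05. Signal stands for the value on the linear scale, given as the mean ± SD of 2 arrays, and a log2 fold change is knockout minus wild type. Of the probe sets, 34945 were annotated to 1 gene, 932 to several genes and 9160 to none. Between 33.2% and 35.4% of the probe sets on an array had a signal of 100 or more. Replicate arrays correlated at r = 0.995 to 0.997 across probe sets, which are not independent replicates. The number of arrays limits the precision, since permuting 2 arrays against 2 gives no exact p under 0.333. The methods call the arrays replicate experiments and the legends speak of 2 batches of cells, without the number of mice behind each, so p-values measure only the spread between these samples.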

RNA isolated from highly purified samples of spermatocytes and spermatids from wild type and *Hr6b *knockout mouse testes was used for microarray analysis. Following data normalization and statistical analyses, we found only 1 gene, apart from *Hr6b*, that was differentially expressed in *Hr6b*^-/- ^spermatocytes. In contrast, 7298 (p-value 0.05, false discovery rate (FDR) corrected) probes were up- or downregulated in *Hr6b*^-/- ^spermatids. 

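In Hr6b knockout spermatocytes, 531 probe sets were higher and 186 were lower than in wild type, 717 in total at an adjusted p under 0.05 from limma, and they represent 594 genes. Ube2b, the gene that encodes HR6B, had a signal of 419 ± 2.6 in the knockout and 2159 ± 166 in wild type (SD, n = 2 arrays each), a log2 fold change of -2.36 (standard error 0.18, adjusted p = 0.00127 from limma). The Ube2b probe set with the highest signal had 828 ± 6.72 in the knockout and 3102 ± 349 in wild type. Among the genes that rose most were genes of the haploid phase. Tnp1, Tnp2 and Prm2, which package sperm chromatin, had log2 fold changes of 2.20, 2.42 and 2.32, and Cabs1 and Oxct2a, both expressed in spermatids, had 2.30 and 2.26. Of 23 autosomal round spermatid markers, 18 rose and none fell (23 higher when adjusted over the list alone), and of 41 genes of late spermiogenesis 26 rose and none fell (34 higher and 1 lower when adjusted over the list alone). The mean log2 fold change was 1.51 over the former list (adjusted p = 0.0301 from limma's fry test, and 0.233 from camera with an estimated correlation). It was 1.19 over the latter (adjusted p = 0.0411 from fry, and 0.254 from camera with an estimated correlation). Here and below, a p given with an estimated correlation is from limma's camera, a different test from fry. In all, 382 of the 531 probe sets that rose had at least 8-fold more signal in spermatids than in spermatocytes, against 3 of the 186 that fell. Among the genes that fell most were Pdzph1, with a signal of 76.6 against 330 in wild type, Cxcl2, which encodes a chemokine, Ndrg4 and Dgkh, which encodes a diacylglycerol kinase, with log2 fold changes of -2.13, -1.71, -1.56 and -1.54. Of 16 markers of spermatogonia and early spermatocytes, 1 fell and none rose (5 lower when adjusted over the list alone), with a mean log2 fold change of -0.28 (adjusted p = 0.0295 from fry, and 0.233 with an estimated correlation). The count of called probe sets depends on the arrays in the fit. It was 119 without replicate 1 of the knockout spermatocytes and 80 when the 4 spermatocyte arrays were fitted alone, and 315 genes besides Ube2b were called without replicate 2 of the knockout spermatocytes. With the estimated share of spermatid signal subtracted from the knockout spermatocyte arrays, a setting chosen after the data were seen, it was 294.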

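In Hr6b knockout spermatids, 2175 probe sets were higher and 4339 were lower than in wild type at an adjusted p under 0.05 from limma, and 341 of the former and 512 of the latter differed at least 2-fold. The 10 probe sets that rose most included Nptx2, which encodes a neuronal pentraxin, with a signal of 127 ± 24.9 in the knockout and 18.4 ± 3.20 in wild type (SD, n = 2), and Bmp7, a growth factor gene, with 124 ± 2.44 and 25.3 ± 5.86. Their log2 fold changes were 2.78 and 2.32. Fcmr, a receptor gene of immune cells, rose by 2.50 and St3gal6, a sialyltransferase gene, by 2.35. Those that fell most included 4930448D08Rik, Neo1, which encodes a netrin receptor, Parp8 and Gmds, an enzyme gene of fucose metabolism, with log2 fold changes of -3.26, -2.82, -2.41 and -2.05. Ube2b fell from 1058 ± 106 to 120 ± 34.3 on the probe set shown for spermatocytes and from 4606 ± 8.47 to 1006 ± 78.1 on the one with the highest signal, while its X-linked paralog Ube2a had 2393 ± 13.9 in the knockout and 2274 ± 79.5 in wild type and was not called (adjusted p = 0.777 from limma). Sertoli cell markers moved with these changes: 7 of 21 rose and none fell (11 higher when adjusted over the list alone), with a mean log2 fold change of 0.63 (adjusted p = 0.0277 from fry, and 0.377 with an estimated correlation). Without replicate 1 or 2 of the knockout spermatids 2588 and 4342 probe sets were called, without replicate 1 or 2 of the wild type spermatids 3060 and 3381, and 13152 were called with each array shifted to an equal median of expressed autosomal probe sets.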

At a lower cutoff (p-value 0.01, FDR corrected), we found 2640 probes to be differentially expressed. 

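At an adjusted p under 0.01 from limma, 2701 probe sets differed between knockout and wild type spermatids and 254 between knockout and wild type spermatocytes. Sptlc3, a subunit of the enzyme that starts sphingolipid synthesis, was among the former, with a signal of 437 ± 38.0 in knockout and 92.7 ± 7.28 in wild type spermatids (SD, n = 2). Lrp11 and Igsf4d fell, from 336 ± 38.2 to 67.3 ± 0.58 and from 76.1 ± 3.04 to 15.5 ± 0.95. The spermatid count was 460 and 643 without replicate 1 or 2 of the wild type spermatids, 483 and 961 without replicate 1 or 2 of the knockout spermatids, and 1806 when the 4 spermatid arrays were fitted alone.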

An overview of the changes in gene expression in spermatocytes and spermatids is given in Figure 2, and the list of differentially expressed genes is available in additional file 1. 

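The 2 cell types shared 287 called probe sets, of which 273 changed in the same direction. Cd24a, which encodes a surface glycoprotein, is 1 of them, with log2 fold changes of 2.71 in spermatocytes and 2.19 in spermatids (standard error 0.34 for each). With 1 array left out at a time the spermatocyte value ran from 2.03 to 3.38. Its other probe sets had 2.38 and 1.81 in spermatocytes. Other genes changed differently in the 2 cell types. Tmcc2, which encodes a transmembrane protein, fell in spermatocytes by 2.00 on the log2 scale and had 0.23 in spermatids (adjusted p = 0.00272 for the difference between the cell types, from limma). Rbmy1a1, a Y-linked gene for a germ cell RNA-binding protein, fell by 1.32 in knockout spermatocytes and rose by 1.5 in knockout spermatids (adjusted p = 0.000334 for the difference, from limma). The knockout effect differed between spermatids and spermatocytes for 2073 probe sets at an adjusted p under 0.05, 658 with a more positive and 1415 with a more negative effect in spermatids. The number of probe sets with a genotype by cell type interaction was 228 and 414 without replicate 1 or 2 of the knockout spermatocytes, 364 and 1209 without replicate 1 or 2 of the knockout spermatids, and 401 and 630 without replicate 1 or 2 of the wild type spermatids.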

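4930408F14Rik was 2.99-fold higher in knockout than in wild type spermatocytes, a log2 fold change of 1.58 (standard error 0.13, adjusted p = 0.00153 from limma). It is an X-linked gene that wild type spermatids express at 527 ± 51.7 (SD, n = 2). Its spermatid signal in the knockout was 668 ± 76.4, which did not pass the test (log2 fold change 0.34, adjusted p = 0.125 from limma), although it did after cyclic loess normalization of the arrays and with the expressed autosomal medians set equal. The knockout effect was larger in spermatocytes than in spermatids (adjusted p = 0.0118 for the difference). It was not the gene with the largest change in knockout spermatocytes. Zcchc13, an X-linked zinc finger gene, rose from 40.2 ± 10.4 to 185 ± 15, and Spata3, an autosomal spermatogenesis gene, from 80.9 ± 10.5 to 373 ± 131.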

The single gene that was differentially expressed in spermatocytes, is a protein encoding gene named *4930408F14Rik*. It showed a 3.8 fold upregulation in *Hr6b*^-/- ^spermatocytes on the array, and 10.8 fold upregulation using qRTPCR analysis (Figure 3A). 

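The signal of 4930408F14Rik was 59.0 ± 2.03 in wild type and 177 ± 15.8 in knockout spermatocytes (SD, n = 2), and both knockout arrays were above both wild type arrays. Autosomal genes of late spermatids moved with it on the same arrays, for example Prm2, from 1129 ± 402 to 5566 ± 1453, and Tnp1, from 1433 ± 537 to 6419 ± 1494. To reach its signal in knockout spermatocytes from that in wild type, 4930408F14Rik would need 19.3% of its signal in knockout spermatids. Of autosomal probe sets with a log2 signal below 13 in knockout spermatids, away from the top of the range of the arrays, where a share is overstated, 1089 had at least 8-fold more signal in spermatids than in spermatocytes and would need at most 9.08%. With at least 4-fold more, a rule that 4930408F14Rik meets at 5.80-fold, 1817 would need a median of 1.48% and at most 20.9%. Its log2 fold change was 1.1 after subtraction of 9.08% and 0.92 after subtraction of 11.5%, which 1% of the 4-fold probe sets exceed. It was -0.40 after subtraction of 20.9%, a share that comes from 1 probe set, of Snai2. That share is above the 19.3% the gene would need, so a value below 0 follows by construction. These tests were added after the data were seen.

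**Figure D1:**
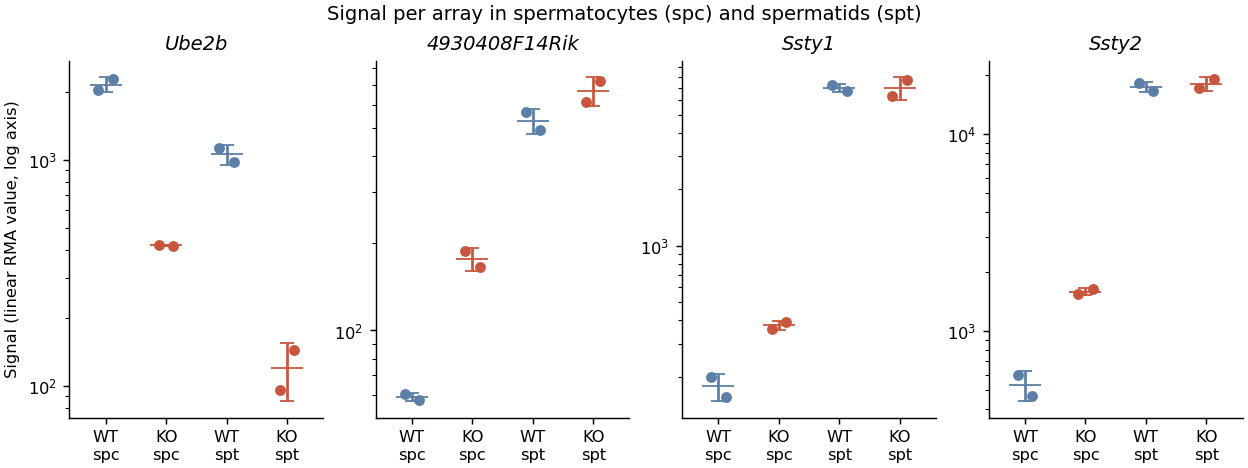
Signal (the value on the linear scale) of Ube2b, 4930408F14Rik, Ssty1 and Ssty2 on each of the 8 arrays. Points are arrays, bars are the means of 2 arrays, and error bars are the SD. Ube2b is lower and the other 3 genes are higher in knockout spermatocytes.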

*4930408F14Rik *is an X-linked gene, encoding a 236 aa protein which contains three spindlin/spermiogenesis-specific protein (SPIN-SSTY) domains (IPR003671). The open reading frame encoded by *4930408F14Rik *shows high similarity to the spindlin proteins SPIN1 (56%), SPIN2 (66%) and SPIN4 (54%). *Spin1 *is located on chromosome 13, whereas *Spin2 *and *Spin4 *are on the X chromosome. Further analysis showed that *4930408F14Rik *is a member of a multicopy *spindlin-like *gene family on chromosome X. The X chromosome contains a relatively high number of multicopy genes that are expressed in spermatids. 

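Some other X-linked multicopy genes of spermatids were higher in knockout spermatocytes as well. Cypt1 and Cypt3, which encode cysteine-rich proteins of the sperm head, had signals of 372 ± 52.8 and 398 ± 56.7 in the knockout and of 113 ± 50.1 and 135 ± 23.2 in wild type (SD, n = 2). Fthl17a, a ferritin-like gene, had 81.6 ± 3.22 and 54.3 ± 21.0 and did not pass the test. Of 47 listed genes of X-linked multicopy families, 8 were measured by a probe set with a single name, although that of 4930408F14Rik is annotated to several Spin2 genes, and 3 of these rose in knockout spermatocytes and none fell (4 higher when adjusted over the list alone). Their mean log2 fold change was 0.65 (adjusted p = 0.0187 from limma's fry test, and 0.233 with an estimated correlation). The 8 include 4930408F14Rik, with 1.58, which the study picked out on the same samples, so the list is not fully independent evidence. With probe sets that name several members included, 8 of 23 rose and 2 fell. Those that fell name the Xlr4 genes and a family with Ott and Luzp4. Their log2 fold changes were -1.30 and -0.63 (adjusted p = 0.00202 and 0.0406 from limma). In knockout spermatids 1 of the 8, Cypt3, rose, with a log2 fold change of 0.80, and the mean was 0.31 (adjusted p = 0.0407 from fry, and 0.377 with an estimated correlation).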

Mueller et al. [36] identified 33 testis-expressed multicopy genes on the X chromosome, and they identified 11 copies of a gene family encoding proteins containing one or more SPIN-SSTY domains, named *EG668965 *and distributed over 2 amplicons. We performed a blast search with the sequence of *4930408F14Rik *and identified a total of 32 closely related family members (excluding *Spin1 *and *Spin4*) on the X, that are localized to three clusters on the X chromosome (Figure 3B). In addition, the Y chromosome encodes the *spindlin-like *genes *Ssty1 *and *Ssty2*, and many other *Ssty*-like (pseudo)genes. 

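Ssty1 and Ssty2, the Y-linked relatives of 4930408F14Rik, were higher in knockout than in wild type spermatocytes and did not differ in spermatids. The signal of Ssty1 in spermatocytes was 376 ± 21.8 in the knockout and 177 ± 29.9 in wild type, and that of Ssty2 was 1584 ± 60.9 and 531 ± 92.4 (SD, n = 2). These are 2.13-fold and 3.00-fold differences, with log2 fold changes of 1.09 and 1.59 (standard errors 0.15 and 0.14, adjusted p = 0.0066 and 0.00184 from limma). In spermatids Ssty1 had 6977 ± 965 and 6963 ± 338, and Ssty2 had 17999 ± 1391 and 17304 ± 1032, with adjusted p = 0.993 and 0.842 from limma. The difference in effect between the cell types had adjusted p = 0.0241 for Ssty1 and 0.00726 for Ssty2. Of 11 measured Y-linked genes, 2 rose and 2 fell in knockout spermatocytes (2 and 4 when adjusted over the list alone), and the list as a whole did not pass fry (adjusted p = 0.328). The call of Ssty1 was lost when the spermatocyte arrays were fitted alone (adjusted p = 0.0633), without either knockout spermatocyte array (0.064 and 0.0555), and after subtraction of the estimated spermatid signal.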

Although not statistically significant, the array data revealed a 2.7 and 3.5-fold upregulation for *Ssty1 *(p-val 6.31E-05 before FDR correction, and p-val 0.113 after FDR correction) and *Ssty2 *(p-val 0.000184 before FDR correction and p-val 0.113 after FDR correction) in spermatocytes, but not in spermatids, of *Hr6b *knockout mice. Interestingly, *Spin1 *and the X-encoded *Spin2 *and *Spin4 *were not differentially expressed. 

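Spin1, Spin2c and Spin4 differed between genotypes in neither cell type. Spin1, an autosomal gene whose protein reads methylated histone H3, had its highest signal in spermatocytes, with 613 ± 62.1 in the knockout and 618 ± 186 in wild type (SD, n = 2). Spin2c had 28.4 ± 2.47 and 28.6 ± 2.59, and Spin4 had 8.74 ± 0.36 and 8.95 ± 1.04, both far below a signal of 100. The adjusted p from limma was 0.988, 0.989 and 0.976 in spermatocytes for these probe sets. Over the 6 genes of the spindlin family, 3 rose in knockout spermatocytes and none fell (3 higher when adjusted over the list alone), with a mean log2 fold change of 0.71 (adjusted p = 0.0161 from fry, and 0.233 with an estimated correlation). None of the 6 passed the test in spermatids, where the list did not pass fry (adjusted p = 0.102) but did after cyclic loess and with the expressed autosomal medians set equal. The genes of this list that rose include those the study picked out on the same samples, so it is not independent evidence.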

We verified the upregulation of *Ssty1 *using qRTPCR (Figure 3C).

**Figure 2:**
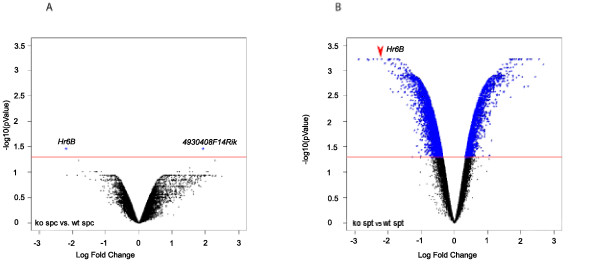
**Volcano plots of p-values (corrected for false discovery) against log2 fold changes**. The log2 fold change is displayed on the x-axis and -log10(p-value), representing the probability that the gene is differentially expressed, on the y-axis. The blue labels indicate genes that are differentially expressed, with a p-value > 0.05. Red lines indicate the p-value cutoff point (0.05; -log10(0.05) = 1.30103). A: Plot showing the p-values derived from the comparison between late spermatocytes from wild type (wt) and *Hr6b *knockout (ko),. Only two differentially expressed genes were found, shown as blue dots. B: Plot showing the p-values derived from the comparison between round spermatids (spt) from wildtype (wt) and *Hr6b *knockout (ko). All 7289 differentially expressed genes are shown as blue dots.

**Figure 3:**
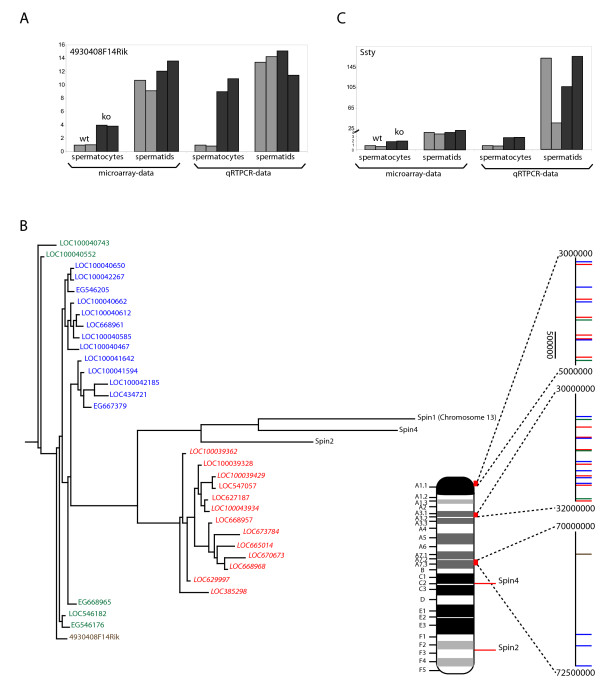
**Premature expression of the X-linked multicopy *spindlin-like *gene in *Hr6b *knockout spermatocytes**. A: Comparision between the array data and qRTPCR data of *4930408F14Rik *mRNA expression in two batches of wild type and *Hr6b *knockout spermatocytes and spermatids. B: Graphic representation of the localization of the multicopy *Spin *gene family on the mouse X chromosome. C: Comparision between the array data and Q-RTPCR data of *Ssty1 *mRNA expression in two batches of wild type and *Hr6b *knockout spermatocytes and spermatids.

### Overall repression of autosomal gene expression in Hr6b knockout spermatids

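Expression fell more often than it rose in knockout spermatids, with 66.6% of the called probe sets lower than in wild type. Of the 18301 genes measured, 25.7% had at least 1 called probe set. This share was lower without some single spermatid arrays and reached 44.6% among the alternatives. The genes that fell were mostly expressed at higher levels. With probe sets divided into 5 equal groups by spermatid signal, 1540 autosomal probe sets fell and 430 rose in the group of highest signal, and 47 fell and 75 rose in the group of lowest signal. The median log2 signal of expressed autosomal probe sets was 8.69 in wild type and 8.46 in knockout spermatids, a shift of -0.23, and 9.01 and 9.04 in spermatocytes. Setting these medians equal adds the same amount to every log2 fold change, and 16.8% of the called probe sets were then lower, which follows from the shift. The median over all probe sets differed by 0.054 in the other direction. The share was 50.0% after cyclic loess normalization and 53.9% after quantile normalization, the latter chosen after the data were seen. With a signal of 100 or more required on at least 4 arrays it was 76.9%.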

In spermatids, approximately 29% of the annotated genes were found to be differentially expressed, and the majority of these genes (66%) were downregulated (Figure 2B). 

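Array values for the genes chosen for qRT-PCR changed in both directions in knockout spermatids. The study chose these genes on the same samples, so their direction is not independent evidence. Of the 11, 5 rose and 2 fell (7 and 3 when adjusted over the list alone), and the list did not pass limma's fry test (adjusted p = 0.485), although it did, with a positive mean, when the expressed autosomal medians were set equal. Pdzph1 fell from a signal of 1221 ± 140 to 173 ± 1.44 and Gsdmc2, of the gasdermin family, from 165 ± 7.98 to 27.6 ± 1.1 (SD, n = 2). The X-linked gene Gm614 rose from 748 ± 34.6 to 2585 ± 325, and Sms, the X-linked gene for spermine synthase, from 46.2 ± 1.04 to 145 ± 28.9. Rbmy1a1 was at 206 ± 2.92 in knockout and 73.0 ± 6.70 in wild type spermatids.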

We verified the differential expression of several of the most significantly differentially expressed genes using qRTPCR (additional file 2). These results indicate that HR6B deficiency has an enormous effect on gene expression in round spermatids. 

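Some genes of several basic processes changed in knockout spermatids, although most members of each list were not called. Of 47 genes of splicing and RNA processing, 10 fell and none rose (12 lower when adjusted over the list alone), with a mean log2 fold change of -0.27. Prpf8, a core spliceosome gene, had a signal of 816 ± 43.0 in the knockout and 1488 ± 14.8 in wild type (SD, n = 2). Of 55 genes of the cell cycle and DNA replication, 12 fell and 1 rose (16 and 2 when adjusted over the list alone). Bub1b, of the spindle checkpoint, fell from 1870 ± 59.8 to 934 ± 22.4, and Cdc6, of replication licensing, from 229 ± 3.68 to 125 ± 13.0, while Cdk4 rose from 132 ± 26.9 to 269 ± 14.7. Of 25 apoptosis genes and p53 targets, 6 rose and 2 fell (8 and 2 when adjusted over the list alone), with a mean of 0.13. The death receptor gene Tnfrsf10b rose by 0.99 and Cdkn1a, a cell cycle inhibitor gene, by 0.63. Of 39 cytosolic ribosomal protein genes, 2 rose and none fell (2 higher when adjusted over the list alone), with a mean of 0.10. Each of these lists passed limma's fry test, with adjusted p = 0.0277 for the first 3 and 0.0379 for the ribosomal genes, and none passed with an estimated correlation (adjusted p = 0.377 and 0.448). The cell cycle mean was -0.19, did not pass after cyclic loess and turned to 0.038 with the expressed autosomal medians set equal. The splicing list stayed negative but was no longer past the threshold in that setting or after cyclic loess. The call of the apoptosis list was lost without any 1 of the 8 arrays. In all, 23 of 35 lists passed fry in spermatids and 8 in spermatocytes. The counts fell to 0 and 1 when each cell type was fitted alone and to 12 and 1 with the replicate number as a block.

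**Figure D2:**
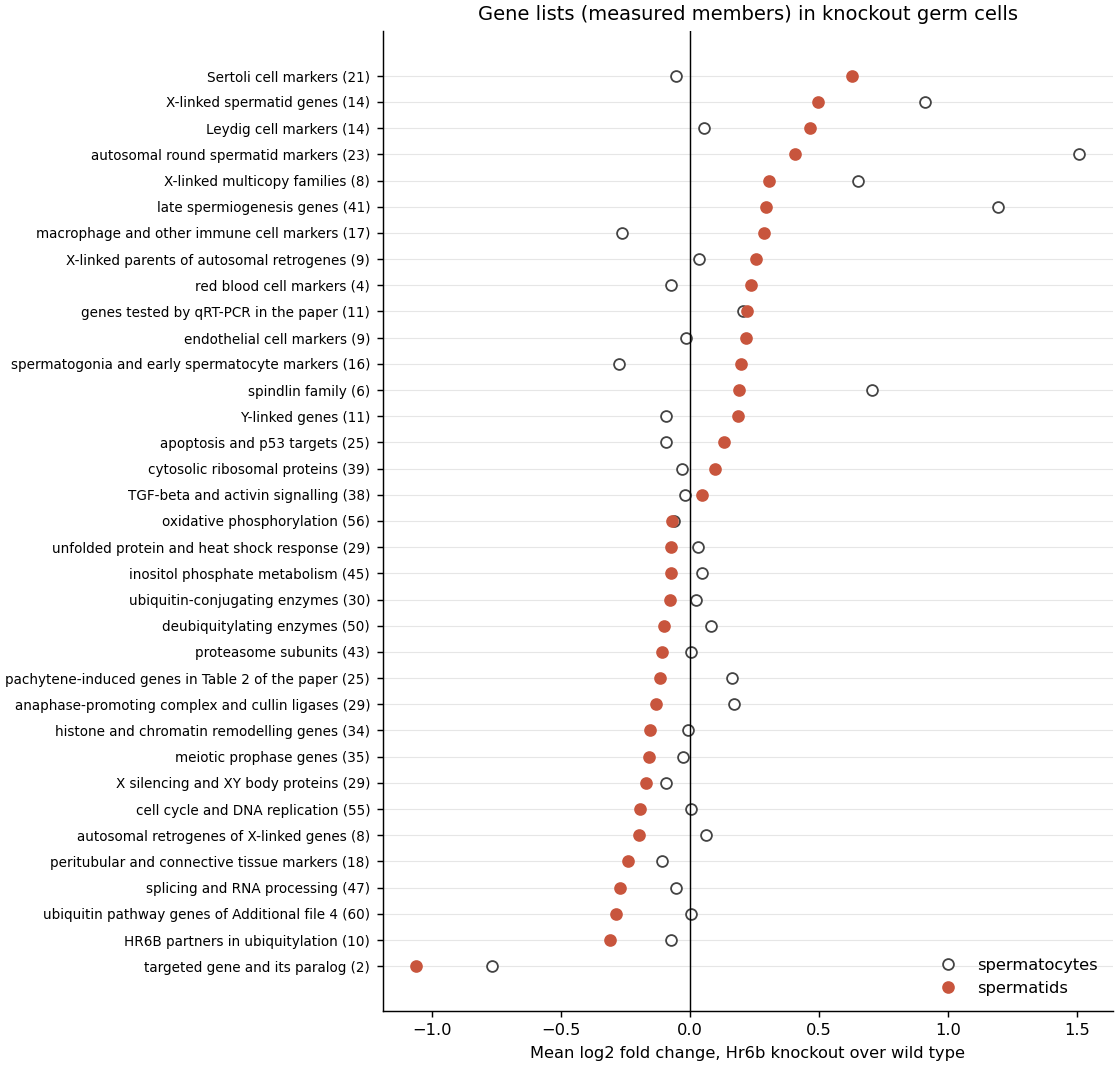
Mean log2 fold change (knockout minus wild type, log2 axis) over the members of each of the 35 gene lists, in spermatocytes and spermatids. Points are means over the measured genes of a list. The 2 autosomal lists of spermatid genes lie above 1 in spermatocytes, the X-linked one is at 0.91, and the Sertoli cell markers are at 0.63 in spermatids. Setting the expressed autosomal medians equal adds the same amount to every list in spermatids, so lists with a small negative mean, such as ubiquitin-conjugating enzymes, turn positive by that addition. The ubiquitin-conjugating list is also positive after cyclic loess, and the cell cycle list is not.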

To obtain more insight in the regulatory pathways that are affected in *Hr6b *knockout spermatids, 7298 probes that showed significant up- or downregulation were uploaded to Ingenuity pathway analysis software. 6928 probes could be mapped to a gene. From these, 4000 were 'network eligible', meaning that they encode molecules which interact with other molecules present in Ingenuity's knowledge base, and 3472 genes were 'functions eligible', which implies that the encoded proteins have at least one functional annotation or disease association in the knowledge base. In accordance with the fact that quite an abundant number of genes were differentially expressed, many gene networks were found to be affected in *Hr6b *knockout spermatids. The most affected gene networks include post-translational modification, cancer, cell cycle, cell morphology, cellular assembly and organization, RNA post-transcriptional modification, DNA replication, recombination and repair, and embryonic development (additional file 3). When we analysed which canonical pathways are affected by loss of *Hr6b*, the ubiquitin pathway was found in the top 10 (Figure 4). 

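Genes that act in the ubiquitin pathway changed in both directions in knockout spermatids, with more of them lower in the deposited values. Of 10 partners of HR6B in ubiquitylation, 5 fell and none rose (5 lower when adjusted over the list alone), with a mean log2 fold change of -0.31 (adjusted p = 0.0303 from fry, and 0.377 with an estimated correlation). Ubr2, a ubiquitin ligase of the N-end rule that binds HR6B, fell from 128 ± 10.9 to 74.2 ± 2.39, and Rnf40, the gene of a ligase for histone H2B, from 1065 ± 32.4 to 783 ± 70.1 (SD, n = 2). Of 50 genes of deubiquitylating enzymes, 9 fell and 5 rose (13 and 5 when adjusted over the list alone). Usp45 and Usp46 fell by 1.38 and 0.81 on the log2 scale, and Uchl1 rose by 1.41. Of 30 ubiquitin-conjugating enzymes, 5 fell and 3 rose (7 and 3 when adjusted over the list alone), and of 29 genes of the anaphase-promoting complex and cullin ligases 6 fell and 2 rose (7 and 2 when adjusted over the list alone). The means of these 3 lists were -0.098, -0.076 and -0.13 (adjusted p = 0.0358, 0.0277 and 0.0277 from fry, and 0.378 with an estimated correlation). After cyclic loess they turned to 0.055, 0.12 and 0.085, and the last 2 lists passed fry as higher (adjusted p = 0.0077 and 0.0278). With the expressed autosomal medians set equal all 3 passed as higher (adjusted p = 0.026, 0.0055 and 0.0299). Of 43 proteasome subunits, 3 fell and 2 rose (3 and 2 when adjusted over the list alone), with a mean of -0.11 (adjusted p = 0.102) that turned to 0.12 with the expressed autosomal medians set equal (adjusted p = 0.0224). The mean of the partners of HR6B stayed negative and did not pass after either scaling.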

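Of the 65 probe sets that the paper lists for the ubiquitin pathway, 39 were lower, 14 were higher and 12 were not called at an adjusted p under 0.05 from limma, and 49 had a negative and 16 a positive log2 fold change. The study chose them on these samples, so their direction is not independent evidence. They stand for 60 genes, of which 28 fell and 10 rose by the probe set with the highest signal (38 and 11 when adjusted over the list alone), with a mean log2 fold change of -0.29 (adjusted p = 0.0237 from fry, and 0.377 with an estimated correlation). Park2, which encodes the ligase parkin, fell from 243 ± 10.3 to 93.1 ± 7.08 (SD, n = 2), and Usp45 from 153 ± 32.8 to 59.9 ± 20.6. Uchl1, a hydrolase gene that is also a marker of spermatogonia, rose from 65.4 ± 26.3 to 167 ± 1.92. With the expressed autosomal medians set equal the mean stayed negative and was no longer past the threshold. With 1 array left out at a time the mean ran from -0.34 to -0.23, and fewer probe sets were called without some single spermatid arrays.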

In total, 201 genes of the ubiquitin pathway are included in this database, and 49 of these genes were downregulated and 16 were upregulated in *Hr6b *knockout spermatids; the other 136 genes were not differentially expressed, and therefore not taken into consideration (additional file 4).

**Figure 4:**
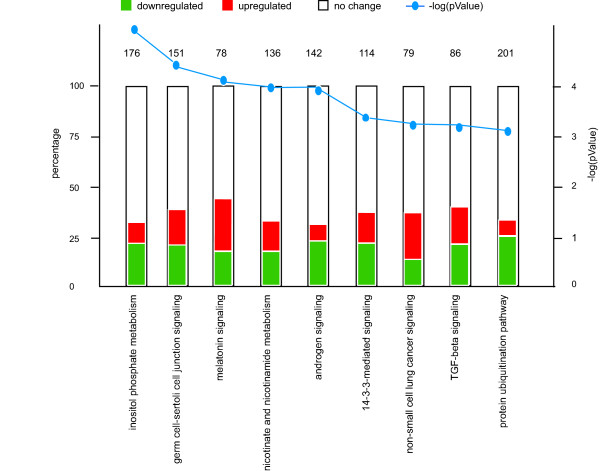
**Pathway analysis**. Differentially expressed genes were uploaded to Ingenuity pathways analysis software. The top 9 pathways are displayed, and the full table is available as additional data file 3. The canonical pathways that are involved in this analysis are displayed along the x-axis. On the y-axis, the percentage of genes that are up- or downregulated is represented. Red shows upregulated, green shows downregulated. The number on the bar graph shows the number of known genes in this pathway, e.g. from the 201 genes that are involved in protein ubiquitination 49 are downregulated and 16 are upregulated; the other 136 genes that are involved in this pathway are not uploaded to Ingenuity because they were not differentially expressed, or for other annotation reasons. The blue line shows the -log (p-value), and the scale shown on the right side of the graph.

### Derepression of major satellite repeat transcription

Previously, we have observed global increases in H2AT120 phosphorylation and macroH2A levels in late spermatocytes of *Hr6b *knockout mice [39], and these changes might lead to the large overall changes in gene expression in spermatids. One of the most striking aberrations observed in *Hr6b *knockout spermatocytes (at diplotene) and spermatids, is the loss of H3K9me2 from centromeric DNA [39]. H3K9me2 and H3K9me3 are known to be enriched at heterochromatic non-genic regions of the genome, including (peri)centromeric DNA regions [40,41], that contain the major and minor satellite repeats. Therefore, we also analysed whether transcription of the major and minor satellite repeats might be affected. To this end, we performed RTPCR and qRTPCR experiments using the same RNA samples that were used for the array. We also analysed transcript levels of several other repeat sequences in the genome (see Methods). Upregulation of major satellite repeat RNA levels was found for *Hr6b *knockout spermatocytes. However, for spermatids, this effect was not observed (Figure 5A). Analysis of other repeat elements in the genome revealed either a very low expression in all samples (Mariner, Charlie, LTR transposons, rDNA, and minor satellite repeats; not shown) or no significant differences between wild type and knockout samples (Line L1, Sine B1, Sine B2; Figure 5B, C).

**Figure 5:**
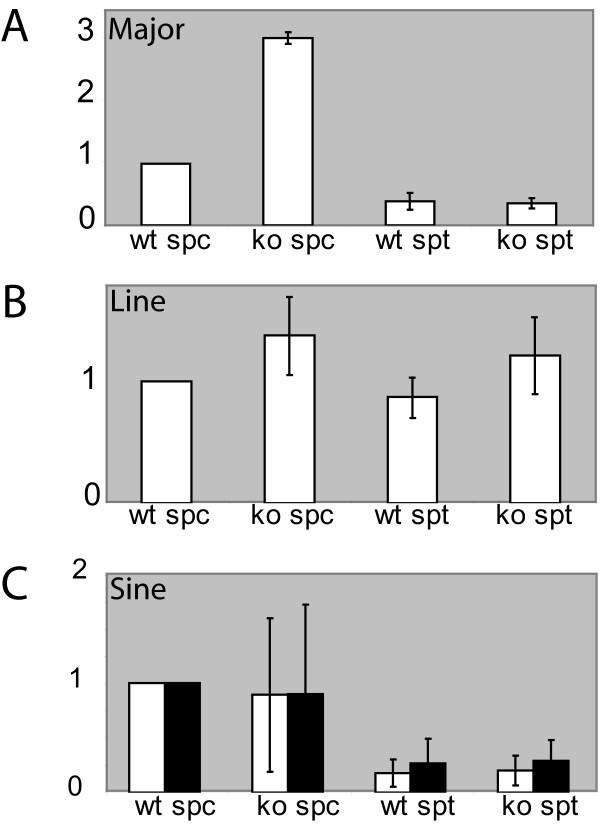
**HR6A/B represses transcription of major satellite repeats in spermatocytes**. Expression of major satellite (A), Line L1 (B), Sine B1 (white bars, C), and Sine B2 (black bars, C) repeats was analysed using Q-RTPCR. The values of all samples were first normalized against β-actin, and subsequently the average value of wild type spermatocytes was set at 1. Error bars indicate the standard deviation.

### Global upregulation of X-linked gene transcription in Hr6b knockout spermatids

We analysed the chromosomal distribution of all differentially expressed genes to see whether some of these genes might cluster to specific areas. We found that the up- and downregulated genes were randomly distributed, with no apparent clustering to specific chromosomes and regions (not shown). 

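Called probe sets were spread over all chromosomes in knockout spermatids. Between 14.8% and 18.1% of the probe sets of an autosome were called, and 10.6% of the 1173 X-linked probe sets. Of the 34344 autosomal probe sets, 3968 fell and 1773 rose. The direction differed between chromosomes more than their share of calls. Genes on chromosomes 12 and 18 rose least often, with 20.2% and 20.1% of the called probe sets higher (adjusted p = 0.00114 and 0.00688, Fisher's exact test of each chromosome against the other autosomes, 2-sided, over 20 chromosomes). The test counts probe sets, which are not independent replicates. Dnmt3a on chromosome 12, which encodes a DNA methyltransferase, was among those that rose, from 136 ± 2.01 to 298 ± 34.9, and Wac on chromosome 18, a partner of the histone H2B ligase, among those that fell, from 2278 ± 148 to 1618 ± 160 (SD, n = 2).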

The majority of the genes were downregulated, with the exception of genes on chromosome 7 for which we found an equal distribution of up- and downregulation (Figure 6A, Table 1). 

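Chromosome 7 had the most even split of the autosomes in knockout spermatids, with 168 probe sets higher and 203 lower, or 45.3% higher (adjusted p = 1.69e-08, Fisher's exact test against the other autosomes, over probe sets, which are not independent replicates). The fraction higher ran from 0.317 to 0.889 over the alternatives, so the even split of chromosome 7 also depends on the processing. Among its genes, Klk1, a kallikrein gene, rose from 77.9 ± 35.5 to 374 ± 33.7 (SD, n = 2), as did its neighbours in the gene family Klk1b5, from 65.1 ± 5.03 to 265 ± 17.0, and Klk1b16, from 25.3 ± 4.94 to 79.4 ± 16.5. Another Klk1 probe set had 114 ± 9.06 in the knockout and 93.5 ± 7.66 in wild type and was not called (adjusted p = 0.174 from limma). The 3 genes are also on the list of Leydig cell markers. Mesp1, on the same chromosome, fell from 4096 ± 35.9 to 2175 ± 14.0. Chromosome 17 followed with 41.6% higher (adjusted p = 0.00114 in the same Fisher's exact test). On the remaining autosomes most called probe sets were lower, a direction that depends on the scaling of the arrays as given for the genome as a whole.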

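Genes on the X chromosome rose in knockout spermatids while most changed autosomal genes fell. Of 124 called X-linked probe sets, 110 were higher and 14 were lower than in wild type, or 88.7% higher against 30.9% of the autosomal ones (p = 3.8e-40, Fisher's exact test, 2-sided). This test also counts probe sets, which are not independent replicates. Pgk1, the X-linked gene for a glycolytic kinase, rose from 250 ± 19.3 to 456 ± 46.8 (SD, n = 2), and Tspan6, which encodes a tetraspanin, from 3291 ± 72.5 to 6903 ± 486. The median log2 fold change was 0.11 over X-linked and 0.0034 over autosomal probe sets, and 71.4% of the former and 50.5% of the latter were above 0. This difference between X-linked and autosomal probe sets had p = 1.14e-06 in camera and p = 0.00669 with an estimated correlation. With 1 array left out at a time the difference of the medians ran from 0.11 to 0.13. Fewer X-linked probe sets were called without some single spermatid arrays, and most of those called were still higher. Some markers of other testis cells rose on the same arrays. The mean log2 fold change was 0.47 for 14 Leydig cell markers, of which 3 rose (4 when adjusted over the list alone). It was 0.29 for 17 immune cell markers, of which 4 rose and 1 fell (4 and 1 when adjusted over the list alone). Their adjusted p was 0.0237 and 0.0277 from fry, and 0.377 with an estimated correlation. Peritubular and connective tissue markers went the other way, with a mean of -0.24 and 4 of 18 lower and 1 higher. Their adjusted p was 0.0277 from fry, and 0.377 with an estimated correlation. The Leydig mean rests mostly on Klk1b5 and Klk1b16, with log2 fold changes of 2.03 and 1.65, and no steroidogenic gene of the list was called. The largest immune change was that of Fcmr, at 2.50.

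**Figure D3:**
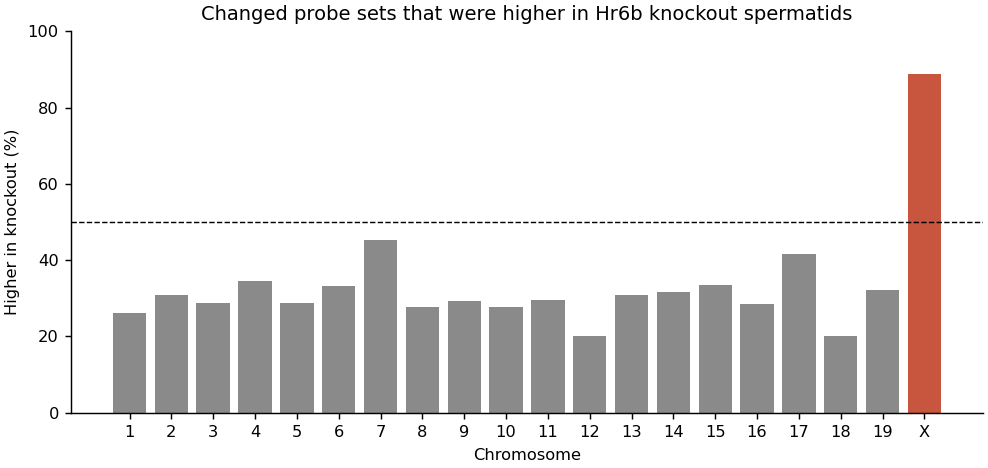
Percent of called probe sets that were higher in knockout than in wild type spermatids (y axis, percent) for each chromosome (x axis). The dashed line is at 50. The X chromosome stands at 88.7 and every autosome lies below the line, with chromosome 7 the highest of them at 45.3. With the expressed autosomal medians set equal, more autosomal probe sets rise than fall.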

In striking contrast, from the 160 genes that were differentially expressed on the X chromosome, 90% were upregulated. Subsequently, we calculated the walking average of gene expression along the X chromosome and along chromosome 3 (that has a length and gene density most similar to X; Table 1) in wild type and *Hr6b *knockout spermatocytes and spermatids. 

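Along both chromosomes, windows of 20 neighbouring probe sets followed the same profile in wild type and knockout spermatids. The log2 averages of the 1154 windows along X correlated at r = 0.986 between the genotypes and those of the 1804 windows along chromosome 3 at r = 0.984. These correlations are across overlapping windows, which are not independent replicates. In spermatocytes, r was 0.893 along X and 0.994 along chromosome 3.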

The overall pattern of gene expression along the chromosomes is similar in the two genotypes. However, in this comparison, a global upregulation specifically for the X chromosome in *Hr6b *knockout spermatids was detected (Figure 6B-C). 

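The average along X was higher in knockout than in wild type spermatids in 1102 of the 1154 windows, or 95.5%, with a median ratio of 1.20. Along chromosome 3, 600 windows (33.3%) were higher, with a median ratio of 0.93. After cyclic loess 68.1% of these windows were higher, and 73.7% with the expressed autosomal medians set equal, so the direction along chromosome 3 depends on the scaling while that along X does not (97.8% and 100% higher). In spermatocytes, 45.2% of the windows along X and 57.4% of those along chromosome 3 were higher in the knockout, with median ratios of 0.98 and 1.01. The ratio along X lay between 0.86 and 2.22 in spermatids, and that along chromosome 3 between 0.62 and 1.68. In this comparison the paper detected a global rise that was specific to the X chromosome in knockout spermatids.

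**Figure D4:**
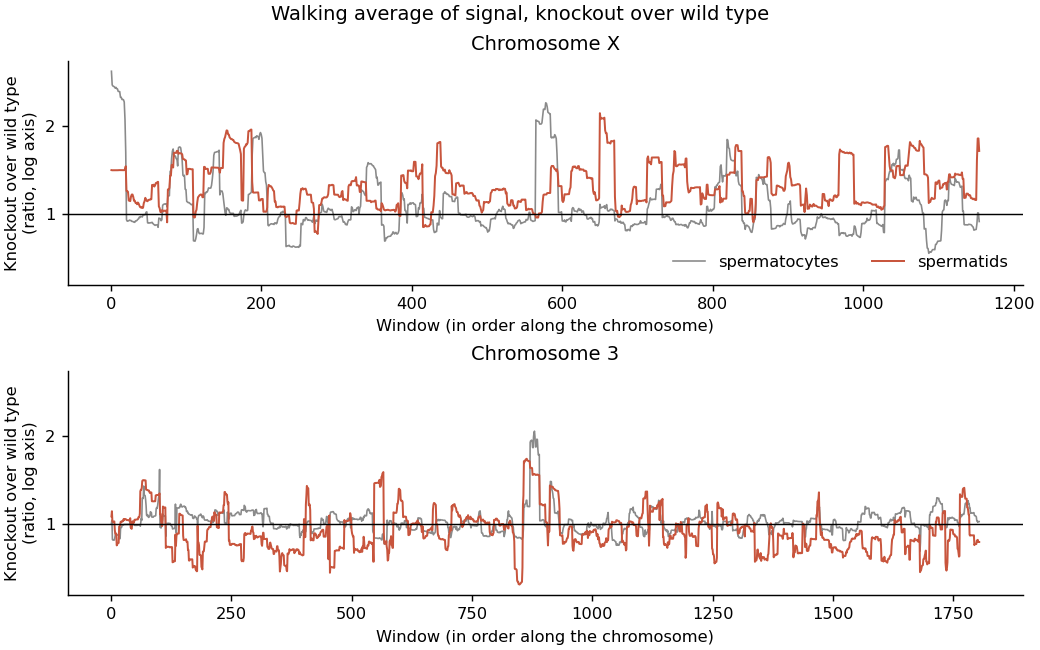
Ratio of the knockout to the wild type walking average in spermatids (y axis) in windows of 20 probe sets by their order along X and along chromosome 3 (x axis). The line at 1 stands for equal averages. The median ratio is 1.20 along X and 0.93 along chromosome 3, the latter turning above 1 in most windows after cyclic loess.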

We also compared the average expression level of each chromosome in spermatocytes and spermatids of wild type and *Hr6b *knockout mice (Figure 6D). In spermatocytes, the average expression levels from the autosomes were comparable, and did not differ between wild type and knockout. 

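Average signal of the autosomes was alike in knockout and wild type spermatocytes, at 594 ± 2.90 and 589 ± 3.64 over all autosomal probe sets (SD, n = 2). By chromosome, the ratio of knockout to wild type lay between 0.987 and 1.05, with 15 of 19 autosomes higher in the knockout. Wild type averages ran from 456 ± 8.24 on chromosome 16 to 832 ± 11.2 on chromosome 17. Chromosome 16, which carries the spermatid genes Tnp2 and Prm2, had the highest ratio, with 478 ± 8.68 in the knockout.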

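Average signal of the X chromosome in wild type spermatocytes was 41.9 ± 0.97 (SD, n = 2), or 0.0712 of the autosomal average, which is 14.0-fold above it. In knockout spermatocytes it was 46.9 ± 0.96, a difference beyond the spread of the arrays, and the ratio to the autosomes was 0.0790. Single X-linked probe sets did not shift upward as a group. Their median log2 fold change was -0.037, against -0.0069 for autosomal ones (p = 0.216 in camera, and 0.260 with an estimated correlation), and 38.9% were above 0. With a signal of 100 or more required on at least 4 arrays, the difference between these medians turned to 0.029 and passed the test. By medians in place of averages, the ratios to the autosomes were 0.340 and 0.325 in wild type and knockout.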

The average expression level from the X is approximately 10-fold lower due to MSCI, and not different between wild type and knockout. Interestingly, in spermatids, the average expression level is higher in wild type than knockout for all autosomes except for chromosome 17. In contrast, the average X-linked expression is clearly higher in *Hr6b *knockout compared to wild type spermatids.

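All 19 autosomes had a lower average signal in knockout than in wild type spermatids, with ratios between 0.917 for chromosome 13 and 0.995 for chromosome 16. The difference exceeded the SD of either group (n = 2) for 18 of them. Over all autosomal probe sets the average was 554 ± 12.1 in the knockout and 583 ± 0.64 in wild type (SD, n = 2). Chromosome 17 stood at 762 ± 6.22 and 786 ± 13.4, a ratio of 0.968, and chromosome 7 at 528 ± 3.03 and 538 ± 9.30. With the medians of expressed autosomal probe sets set equal or after cyclic loess, no autosome was lower. By medians in place of averages 3 were.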

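Average X-linked signal was 331 ± 20.7 in knockout and 255 ± 3.77 in wild type spermatids (SD, n = 2), a ratio of 1.30, and the difference exceeded the spread between arrays. Relative to the autosomal average it was 0.598 in the knockout and 0.437 in wild type. Highly expressed X-linked genes carry much of this average, among them Cypt3, with a signal of 10268 ± 1093 in the knockout and 5873 ± 210 in wild type, and Zcchc13, with 4335 ± 558 and 2295 ± 65.3. By medians the ratios to the autosomes were 0.443 and 0.405.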

**Table 1:** Overview of differential gene expression in *Hr6b *knockout spermatids versus wild type per chromosome.

Chrom	Chrom length	# genes	gene density	# differentially expressed	% differentially expressed	up in ko	down in ko	fraction up in ko
1	197195432	1272	155028	412	32.4	134	278	0.33

2	181748087	1942	93588	555	28.6	187	368	0.34

3	159599783	1071	149019	306	28.6	98	208	0.32

4	155630120	1410	110376	402	28.5	151	251	0.38

5	152537259	1339	113919	424	31.7	140	284	0.33

6	149517037	1149	130128	363	31.6	120	243	0.33

7	152524553	2026	75284	426	21.0	207	219	0.49

8	131738871	1121	117519	318	28.4	102	216	0.32

9	124076172	1289	96258	372	28.9	129	243	0.35

10	129993255	1042	124754	319	30.6	117	202	0.37

11	121843856	1748	69704	490	28.0	182	308	0.37

12	121257530	733	165426	270	36.8	63	207	0.23

13	120284312	882	136377	253	28.7	85	168	0.34

14	125194864	879	142429	251	28.6	79	172	0.31

15	103494974	835	123946	289	34.6	115	174	0.40

16	98319150	706	139262	244	34.6	78	166	0.32

17	95272651	1096	86928	285	26.0	125	160	0.44

18	90772031	528	171917	173	32.8	37	136	0.21

19	61342430	758	80927	239	31.5	89	150	0.37

**x**	**166650296**	**965**	**172695**	**160**	**16.6**	**144**	**16**	**0.90**

y	15902555	12	1325213	0	0			

				Total A	Average A	Total A	Total A	Average A

				6391	30.1	2238	4153	0.35

*The first column shows the chromosome (chrom) number, followed by the length in bp, the number (#) of genes, the gene density, the number of differentially expressed genes, the percentage of differentially expressed genes, the number of upregulated genes in *Hr6b *knockout spermatids compared to wild type (up in ko), the number of downregulated genes in *Hr6b *knockout compared to wild type (down in ko), and the fraction of upregulated genes (fraction up in ko). The bottom row shows the total or average values for the columns as indicated for the autosomes only (A).

**Figure 6:**
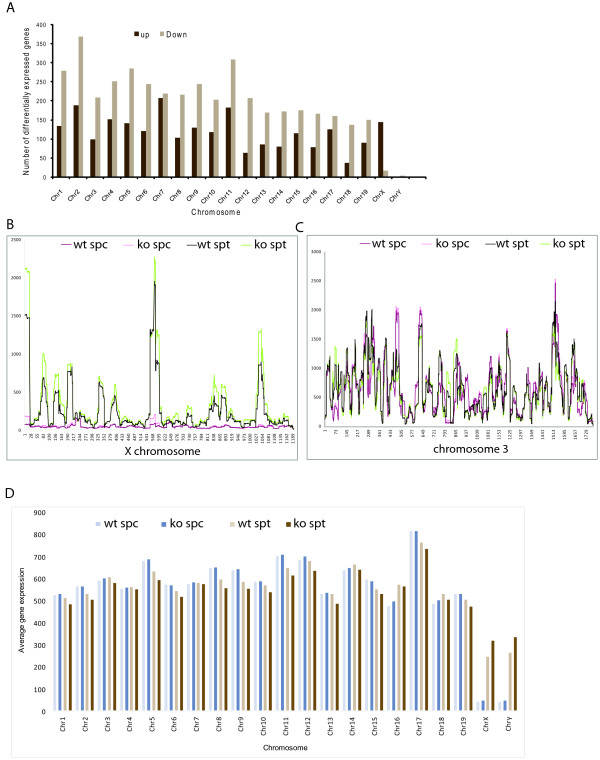
**Global upregulation of X-linked genes in *Hr6b *knockout spermatocytes**. A) Number of differentially expressed genes per chromosome. Significantly expressed genes were annotated and plotted per chromosome. Except for chromosome 7 and chromosome X, the number of downregulated genes in the *Hr6b *knockout is higher than in wild type spermatids. A reverse effect is observed for chromosome X, where the number of upregulated genes in knockout round spermatids is higher than in wild type. Green, downregulated in knockout. Red, upregulated in knockout. B, C) The expression profile along chromosome X (B) and 3 (C) in wild type and *Hr6b *knockout spermatocytes and round spermatids. Gene expression data (linear scale) were mapped to the genomic location of each gene (Affymetrix annotation). D) Average expression per chromosome. RMA normalized average expression for each chromosome was calculated and plotted. Average expression, linear scale, is plotted on the y-axis, and chromosome numbers are shown on the x-axis. The late spermatocytes showed very few and variable changes in average gene expression per chromosome. For round spermatids, the average expression on all chromosomes is slightly higher in wild type, except on chromosome 7 and chromosome X. On chromosome 7 the average expression is equal in wild type and knockout round spermatids. On chromosome X, the average expression is significantly higher in knockout round spermatids. Abbreviations: wt, spt, round spermatid wild type; ko spt, round spermatid *Hr6b *knockout; wt spc, spermatocyte wild type; ko spc, spermatocyte *Hr6b *knockout.

### X-linked multicopy genes are specifically upregulated from the X chromosome in Hr6b knockout spermatocytes

During postmeiotic spermatid development, most single-copy X- and Y-linked genes remain repressed, but many multicopy and some single-copy genes are expressed from the X and Y chromosomes to high levels [34,36,42]. In the present study, the only gene that showed significant upregulation in *Hr6b *knockout spermatocytes is the multicopy spindle-like gene *4930408F14Rik*. However, in *Hr6b *knockout round spermatids, we observed a global increase in X-linked gene expression, all along the X chromosome. 

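Of the X-linked probe sets, 48 rose and 15 fell in knockout spermatocytes at an adjusted p under 0.05 from limma. Those that rose were mostly probe sets that spermatids express. Of the 48, 46 had at least 8-fold more signal in spermatids than in spermatocytes, as had 336 of the 451 autosomal probe sets that rose. Akap4, the X-linked gene for the main scaffold protein of the sperm tail, had a signal of 1193 ± 275 in knockout and 327 ± 86.5 in wild type spermatocytes (SD, n = 2). Among the X-linked genes that fell were Huwe1, a ubiquitin ligase gene, from 73.9 ± 0.84 to 41.5 ± 2.68, although spermatids also express it at higher levels, and Tktl1, a transketolase-like gene, from 52.7 ± 4.14 to 26.1 ± 0.58 (SD, n = 2).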

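Called X-linked probe sets were mostly higher in knockout spermatids in each of 5 groups by signal, with few of them in the lowest group. Of these equal groups of probe sets by spermatid signal, in the highest 37 X-linked probe sets rose and 1 fell, or 97.4% higher, against 21.8% of the autosomal ones. In the lowest group, 6 X-linked probe sets rose and 2 fell, and the median log2 fold changes were 0.058 for X and 0.043 for autosomes. In the middle group the medians were 0.20 and 0.073, and 30 X-linked probe sets rose and 2 fell. When each X-linked probe set was compared with autosomal ones of like signal, a test added after the data were seen, the difference of the medians was 0.079, and 64.8% of X-linked probe sets lay above the autosomal median of their bin. After cyclic loess of the arrays the unmatched difference was 0.063. Cstf2, the X-linked gene for a polyadenylation factor, had 2330 ± 114 in the knockout and 1715 ± 196 in wild type, while its autosomal retrogene Cstf2t had 1271 ± 161 and 2005 ± 244 (SD, n = 2).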

To study whether HR6B might have a differential effect on multicopy versus single-copy X-linked genes, we decided to analyse the expression of the whole group of multicopy genes described by Mueller et al. [36] in more detail, and to compare it to the expression of single-copy genes. In *Hr6b *knockout spermatocytes, compared to wild type spermatocytes, we observed a significant increase in the average expression level of X-linked multicopy genes, but not of single-copy genes (Wilcoxon rank sum test, p-value = 0.0203) (Figure 7A). 

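Both X-linked multicopy and single-copy genes had a higher average signal in knockout spermatocytes. Multicopy probe sets had 123 ± 7.02 in the knockout and 60.1 ± 13.7 in wild type, and single-copy ones 143 ± 2.06 and 116 ± 3.90 (SD, n = 2). The lists of the cited study are not at hand, so multicopy genes were taken from a list written before the data were examined (23 probe sets, 8 of which name a single gene and the others several members of a family), and single-copy genes are the other X-linked probe sets with a signal of 100 or more on at least 4 arrays (219 probe sets, 178 named genes). Of the multicopy probe sets 8 rose and 2 fell, and of the single-copy ones 39 rose and 3 fell. Mean log2 fold changes were 0.47 (p = 0.0145 from limma's fry test, and 0.0888 with an estimated correlation) and 0.23 (p = 0.0334, and 0.152 with an estimated correlation). The multicopy median differs in sign from the mean, at -0.0070. The multicopy group includes 4930408F14Rik, which the study picked out on the same samples. In the rank sum test of the methods, over probe sets, which are not independent replicates, p was 0.542 for multicopy (n = 23) and 0.123 for single-copy genes (n = 219). Autosomal spermatid genes rose on the same arrays. Hmgb4, a chromatin protein gene of spermatids, had 1177 ± 234 in the knockout and 301 ± 94.2 in wild type. With the estimated spermatid signal subtracted, chosen after the data were seen, the multicopy mean was 0.14, and with multicopy genes chosen by probe set suffix it was 0.056, neither past the threshold. The multicopy mean was 0.31 without replicate 2 of the wild type spermatocytes, and its call was lost without replicate 1 of the knockout spermatocytes, and the single-copy call without any 1 of the 4 spermatocyte arrays or either wild type spermatid array.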

For the knockout round spermatids, also compared to wild type, the results indicate that there might be a small increase (not statistically significant; p-value = 0.654 for multicopy comparison and 0.262 for single-copy comparison, wilcoxon rank sum test) in the average expression level of both the single-copy and multicopy X-linked genes (Figure 7A). 

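In spermatids both groups were higher in the knockout. Multicopy genes averaged 2506 ± 170 in knockout and 1954 ± 0.42 in wild type, and single-copy genes 1378 ± 92.8 and 1039 ± 19.9 (SD, n = 2). Of the multicopy probe sets 5 rose and none fell, and of the single-copy probe sets 55 rose and 5 fell. Mean log2 fold changes were 0.29 (p = 0.017 from fry, and 0.0779 with an estimated correlation) and 0.30 (p = 0.00832, and 0.0789 with an estimated correlation). The rank sum test over probe sets gave p = 0.663 for multicopy (n = 23) and 0.139 for single-copy genes (n = 219). The fry call of the multicopy genes was lost with the replicate number as a block, with the filter on signal and without any 1 of the 4 spermatid arrays, and that of the single-copy genes when the spermatid arrays were fitted alone and without replicate 2 of the wild type spermatids.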

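The ratio of X-linked to autosomal signal in spermatids was higher once probe sets with little signal were left out. With a signal of 100 or more required on at least 4 arrays, 232 X-linked probe sets averaged 1174 ± 18.9 in wild type and 1548 ± 105 in knockout spermatids (SD, n = 2). The 15762 autosomal probe sets that passed averaged 1230 ± 1.30 and 1165 ± 27.0, so the ratio of X to autosomes was 0.954 in wild type and 1.33 in the knockout. In the knockout this ratio was 0.930 with 1 probe set per gene and 1.75 by medians. In wild type it was 0.663 and 1.20. X-linked probe sets have little signal in spermatocytes and pass this filter largely by their signal in spermatids, the value compared, so the filter itself can raise the ratio. Abundant X-linked transcripts of spermatids include Cypt1, with 9515 ± 571 in the knockout and 6559 ± 371 in wild type.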

Surprisingly, we found that the average expression level of X chromosomal single-copy genes in spermatids, of both knockout and wild type, was comparable to the average expression level from autosomes. In the data set presented in Figure 7A, all genes that have an expression level of less than 100 in all 4 of the spermatocyte and spermatid fractions were removed. 

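With probe sets of low signal left out, average X-linked signal rose from 115 ± 2.31 in wild type spermatocytes to the level of the autosomes in spermatids, while the autosomes averaged 1244 ± 7.31 in wild type spermatocytes (SD, n = 2). In knockout spermatocytes the corresponding values were 146 ± 1.23 and 1257 ± 6.49. Chromosome 17 had the highest filtered average in wild type spermatids, at 1559 ± 27.4, and chromosome 2 the lowest of the autosomes, at 1050 ± 1.30.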

We also observed a marked recovery of X-linked gene expression in spermatids when these criteria were used to calculate the average expression per chromosome (compare Figure 6D to additional file 5, figure A). This approach reveals that 36% of the single-copy genes (199 genes out of 552 X-linked single copy genes selected by Mueller et al. [36]) are re-expressed or first expressed in round spermatids, and can reach levels of transcription that are comparable to what is observed on average for genes expressed from autosomes. Hence, the relatively low average X-linked gene expression level in round spermatids that is observed when all genes are included is mainly due to the fact that many genes have a very low expression level. 

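Of the X-linked probe sets, 19.8% had a signal of 100 or more on at least 4 arrays, against 45.9% of the autosomal ones, and 29.0% of the single-copy X-linked genes had such a probe set. The genes that pass include genes of the general machinery, such as Cstf2, and genes of spermatids, such as Tspan6. In wild type, single-copy X-linked genes with signal had 8.94-fold more signal in spermatids than in spermatocytes, and multicopy genes 32.5-fold more.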

From the dataset described by Namekawa et al. [34], that was also analysed by Mueller at al. [36], 278 X-linked genes show expression above the arbitrary threshold of 100 in at least 2 out of the four spermatocyte and spermatid samples. When we compared the average expression of this set of genes with the average expression from autosomes (also >100 in at least 2 samples) in spermatids, we observed that the average expression levels of X-linked single-copy and autosomal genes in spermatids were almost similar (additional file 5, figure B), in accordance with the analysis of our own microarray data.

**Figure 7:**
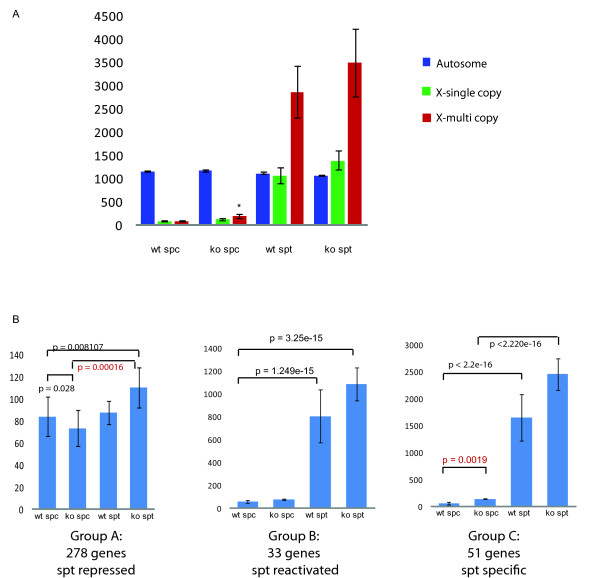
**Analysis of X-linked single-copy and multicopy genes**. A) Average gene expression of autosomal and X-linked multicopy and single-copy genes. In spermatocytes, there is a significant increase in the average expression level of multicopy genes in the knockout compared to wild type. This increase was not observed for single-copy genes. In round spermatids, there is a small increase in the average expression level of both single-copy and multicopy X-linked genes of *Hr6b *knockout compared to wildtype, but this is not statistically significant. The autosomes have a similar average expression in all samples. Genes with an expression value <100 in 3 or more samples were excluded. Asterisk indicates significant compared to wild type (p = 0.05). B) The effect of *Hr6b *knockout on X-linked genes that are repressed in round spermatids (Group A, 278 genes), reactivated in round spermatids (Group B, 33 genes), and genes that are expressed specifically in round spermatids (Group C, 51 genes) as classified by [34]. For group A genes, postmeiotic induction of gene expression is observed only for *Hr6b *knockout spermatids. For group B and C genes a small increase in the average expression was observed in *Hr6b *knockout spermatids, compared to wild type spermatids, but this was not statistically significant. In addition, spermatid-specific X-linked genes show premature expression in spermatocytes of *Hr6b *knockout mice (p = 0.0019)

### Single-copy X-linked genes that are spermatid-specific in wild type testis, are prematurely expressed in Hr6b knockout spermatocytes

To further investigate the effect of loss of HR6B on gene expression from the X chromosome, we analysed the X-linked genes as divided in subgroups by Namekawa et al. [34]. They classified X-linked genes based on their expression at different points during spermatogenesis. Of these, 278 genes (including 6 multicopy genes), are repressed at pachytene and remain low in spermatids (Group A). A small subgroup of 33 pachytene-repressed genes (including 1 multicopy gene) are reactivated in round spermatids (Group B), whereas 51 genes (including 8 multicopy genes) are specifically expressed in spermatids (Group C) [34]. We calculated the average expression levels of genes from these groups and compared the levels in wild type and *Hr6b *knockout germ cell fractions. 

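X-linked genes with little expression in either cell type form the largest group on the chromosome. The classification cited by the paper is not at hand, so the group was formed here from the 912 X-linked probe sets (493 named genes) with a mean signal under 100 in both spermatocytes and spermatids. In wild type their average signal was 22.4 ± 0.53 in spermatocytes and 26.2 ± 0.020 in spermatids (SD, n = 2), a ratio of 1.17. Single-copy X-linked genes that have signal went from 116 in wild type spermatocytes to 1039 in wild type spermatids.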

In accordance with the data described by Namekawa et al [34], we observed a low average expression level of group A genes in wild type spermatocytes and spermatids (Figure 7B), and a clear increase in expression for group B genes in spermatids compared to spermatocytes (Figure 7B). 

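The X-linked probe sets low in both cell types rose from spermatocytes to spermatids by 8.01 in average signal in the knockout and by 3.72 in wild type, ratios of 1.38 and 1.17. The knockout effect differed between the cell types in limma's fry test of the interaction. The mean effect was 0.18 more positive in spermatids than in spermatocytes on the log2 scale. In knockout spermatocytes their average signal was 21.1 ± 0.735 (SD, n = 2). The mean log2 fold change was -0.073 (p = 0.0182 from fry, and 0.0399 with an estimated correlation), and 10 probe sets fell and none rose. The spermatocyte call was lost after cyclic loess, with the expressed autosomal medians set equal, and without replicate 1 of the knockout or replicate 2 of the wild type spermatocytes.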

Notably, the group A genes show postmeiotic induction of gene expression in the knockout, but not in wild type. In addition, the average expression level of group A and B genes showed a small increase in *Hr6b *knockout spermatids compared to wild types (not statistically significant, p-value = 0.235 for group A and 0.655 for group B wilcoxon rank sum test). 

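In knockout spermatids these low X-linked probe sets averaged 29.1 ± 0.025, above the wild type value by more than the spread between arrays, and 46 of the 912 rose and 7 fell. Their mean log2 fold change was 0.11 (p = 0.00372 from fry, and 0.0205 with an estimated correlation), and 70.5% were above 0. Spin2c, 1 of these genes, had 44.0 ± 0.97 in knockout and 38.5 ± 3.90 in wild type spermatids (SD, n = 2) and was not called. The rank sum test of the methods, over probe sets, gave p = 0.0233 (n = 912). After cyclic loess of the arrays the mean was 0.039 and no longer past the threshold. Autosomal probe sets of low signal also had medians above 0. These were 0.043, 0.075 and 0.073 in the 3 lowest of the 5 groups by spermatid signal, against 0.058, 0.15 and 0.20 for X-linked ones. Markers of endothelial cells were also higher on the knockout arrays, with a mean log2 fold change of 0.22 over 9 genes, of which 3 rose and none fell (3 higher and 1 lower when adjusted over the list alone). The adjusted p was 0.0277 from fry, and 0.377 with an estimated correlation. Vwf, the gene for von Willebrand factor, rose from 100 ± 1.11 to 161 ± 9.38 (SD, n = 2).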

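X-linked genes specific to spermatids were higher in knockout spermatocytes. The 117 X-linked probe sets (93 named genes) with at least 8-fold more signal in spermatids than in spermatocytes, and a signal of 100 or more there, averaged 155 ± 9.75 in knockout and 72.0 ± 11.5 in wild type spermatocytes (SD, n = 2). Of these, 46 rose and 2 fell, and the mean log2 fold change was 0.67 (p = 0.00523 from limma's fry test, and 0.0303 with an estimated correlation; p = 0.000515 in the rank sum test). Of 14 measured genes of a list of X-linked spermatid genes, 7 rose and none fell (10 higher and 2 lower when adjusted over the list alone), with a mean of 0.91 (adjusted p = 0.027 from fry, and 0.254 with an estimated correlation). Gm614 rose from 30.1 ± 7.78 to 107 ± 31.8. Autosomal probe sets chosen by the same 8-fold rule rose as well, 336 of 1183, with a mean log2 fold change of 0.58. With the estimated share of spermatid signal subtracted, chosen after the data were seen, the X-linked mean was 0.043 and no longer past the threshold.

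**Figure D5:**
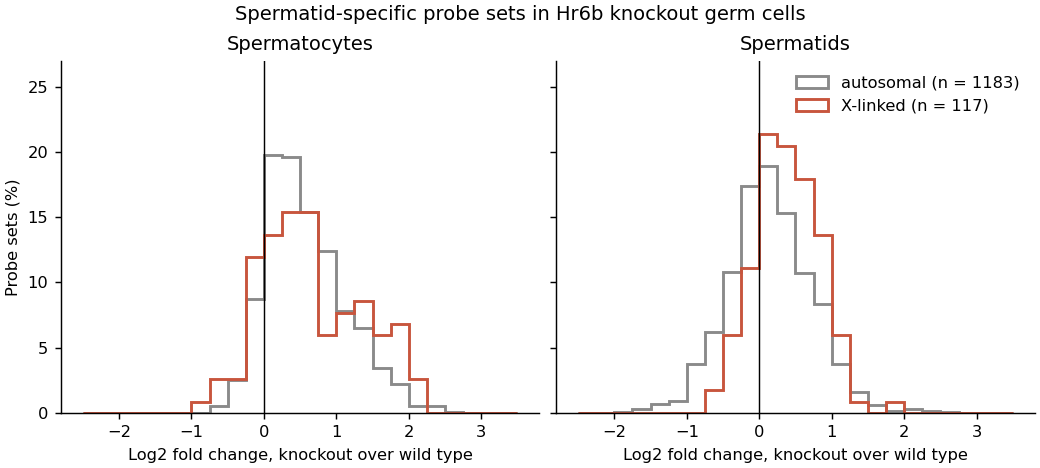
Log2 fold changes (knockout minus wild type, x axis) of X-linked and autosomal probe sets specific to spermatids, as the percent of probe sets in each bin (y axis), in spermatocytes and in spermatids. In spermatocytes both distributions lie mostly above 0, with means of 0.67 for X and 0.58 for autosomes, and in spermatids the means are 0.38 and 0.15.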

For the spermatid-specific Group C genes, we observed premature induction of gene expression in *Hr6b *knockout spermatocytes (p-val 0.0019, wilcoxon rank sum test) (Figure 7B). In addition, the average expression level of these genes was increased in knockout spermatids compared to wild type spermatids, although not statistically significant (p-value = 0.1084, wilcoxon rank sum test). 

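In spermatids the same 117 probe sets averaged 2781 ± 187 in the knockout and 2074 ± 30.6 in wild type (SD, n = 2). Of these, 37 rose and 2 fell. The mean log2 fold change was 0.38 (p = 0.0258 from fry, and 0.170 with an estimated correlation), and 81.2% of the probe sets were above 0. In the rank sum test over probe sets p was 0.0753 (n = 117). The fry call was lost when the spermatid arrays were fitted alone, with the replicate number as a block, and without replicate 2 of the knockout spermatids or either wild type spermatid array.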

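Autosomal genes specific to spermatids were higher in knockout spermatocytes and changed in both directions in knockout spermatids. The 1183 autosomal probe sets (1020 named genes) chosen by the 8-fold rule averaged 176 ± 21.8 in knockout and 101 ± 16.4 in wild type spermatocytes (SD, n = 2), and 88.3% of them were above 0 in log2 fold change. Of these, 336 rose and 1 fell in spermatocytes (p = 0.00779 from limma's fry test, and 0.0243 with an estimated correlation; p = 8.77e-19 in the rank sum test). In spermatids they averaged 3057 ± 82.4 in the knockout and 2611 ± 73.1 in wild type, and 251 rose and 141 fell. The mean log2 fold change was 0.15 (p = 0.363 from fry, and 0.587 with an estimated correlation), while the rank sum test over probe sets gave p = 0.0227 (n = 1183). With the genes chosen on the wild type arrays alone the mean was 0.050 and did not pass fry. Tssk6, a kinase gene needed for sperm chromatin packaging, rose in knockout spermatids from 2670 ± 205 to 6747 ± 239, and Spem1, a gene of late sperm maturation, from 2100 ± 109 to 4503 ± 139. In spermatids the group passed fry after cyclic loess (mean 0.32) and with the expressed autosomal medians set equal, and the spermatocyte call was lost when the spermatocyte arrays were fitted alone.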

The average expression of autosomal spermatid-specific genes is not different between wild type and *Hr6*b knockout spermatocytes and spermatids (not shown).

### Upregulation of X-GFP protein expression in testes from Hr6b knockout mice

We also analysed the upregulation of X chromosome gene transcription through a different approach, by asking if the expression of an X-linked transgene would also be dysregulated on the *Hr6b *knockout background. For this, we made use of a mouse line that contains multiple copies of the *GFP *gene at a random location on the X chromosome [43]. Using an antibody against GFP, we detected the protein on Western blots (Figure 8A) and testis sections (Figure 8B) from wild type and *Hr6*b knockout mice that both carried the *GFP *gene on the X chromosome. The level of *GFP *expression, normalized to the level of TH2B, was clearly increased in a total testis extract from approximately 50-day-old *Hr6b *knockout mice compared to age-matched heterozygote and wild type mice (Figure 8A, B). Immunohistochemical analyses showed some background staining in GFP-negative *Hr6b*^+/+ ^and *Hr6b*^-/- ^mouse testis, but the X-linked *GFP *gene is clearly specifically expressed only in spermatogonia of wild type testis, and not during later stages of spermatogenesis. However, on the *Hr6b *knockout background, GFP was also detected in spermatocytes and spermatids (Figure 8C).

**Figure 8:**
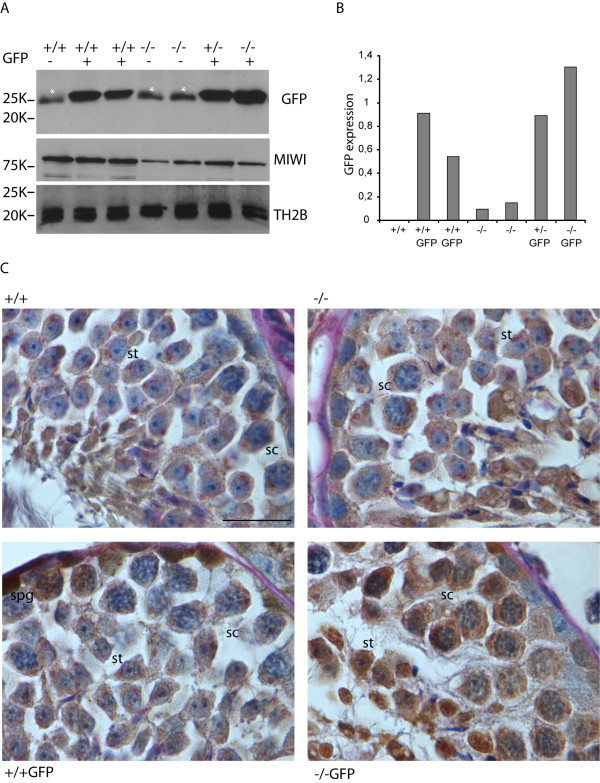
**Enhanced X-linked GFP expression in *Hr6b *knockout testes**. A, Western blot analyses of X-GFP, MIWI and TH2B expression in protein extracts derived from wild type (+/+) *Hr6b*^+/- ^(+/-) and *Hr6b*^-/- ^(-/-) mouse testes with or without the X-linked GFP transgene (GFP). MIWI (expressed in spermatocytes and early round spermatids) and TH2B (expressed from the spermatogonia stage onwards) are shown as controls. The white asterisks indicate a nonspecific band migrating slightly faster than the GFP band. B, quantification of the Western blot data shown in A. GFP signal was quantified using Image J software. The intensity of the background band in lane 1 was subtracted from the GFP signal in all lanes. Subsequently, the signal was normalized to the TH2B signal, and is shown on the Y-axis of the graph. C, immunohistochemical analyses of GFP expression in testis from mice that are wild type (+/+), wild type carrying X-GFP (+/+GFP), *Hr6b *knockout (-/-), or *Hr6b *knockout carrying X-GFP (-/-GFP). Al low level of nonspecific background brown staining is observed in the +/+ and -/- testes. Specific brown GFP staining is observed in spermatogonia (spg) in wild type mice carrying the X-GFP gene, but also in pachytene spermatocytes (spc) and round spermatids (spt) on the *Hr6b *knockout background. Size bar indicates 20 μm.

### HR6B is not required for H2A ubiquitylation together with UBR2 at the XY body

Very recently, An et al. [44] reported that the E3 ubiquitin ligase UBR2, that complexes with HR6A and HR6B, is required for H2AK119 ubiquitylation in mouse testis [44]. In addition, they observed specific upregulation of X- and Y-linked genes in *Ubr2 *knockout testes, and provided immunofluorescent data that indicate that MSCI does not occur. In contrast, Lu et al. [45] showed, even more recently, that the ubiquitin ligase RNF8 is required for H2A and H2B ubiquitylation during spermatogenesis, and lack of H2AK119 ubiquitylation on the XY body did not interfere with MSCI in their mouse model. In *Hr6b *knockout spermatocytes, we have shown that the level and localization pattern of ubiquitylated H2AK119 are normal, and the initiation of MSCI also occurs normally in *Hr6b *knockout germ cells [39]. In addition, aberrations in XY body chromatin structure of *Hr6b *knockout spermatocytes start to become apparent at the developmental stage when H2Ak119 ubiquitylation is already almost lost from the XY body in wild type spermatocytes. The overall level of H2A ubiquitylation drastically increases as pachytene progresses in both wild type and *Hr6b *knockout spermatocytes ([39] and additional file 6, figure A). In the *Ubr2 *knockout, the UBR2-dependent functions of both HR6A and HR6B might be impaired, whereas we have investigated the effect of loss of HR6B. However, in view of the fact that expression of the X-linked *Hr6a *gene is repressed in spermatocytes [42], and our observations on the defective maintenance of MSCI in *Hr6b *knockout spermatocytes and spermatids, we anticipated a discrepancy between our results and those reported by An et al. [44]. In addition, their data do not match the recent findings of Lu et al [45]. To study this, we analysed the publicly available microarray gene expression data of wild type and *Ubr2 *knockout testes, isolated at postnatal day 16 (when the first wave of spermatogenesis has yielded spermatocytes). We found that, compared to the number of upregulated X- and Y-chromosomal genes, many more autosomal genes show large differences in gene expression level between wild type and *Ubr2 *knockout testis samples (additional file 6, figure B). In particular, we observed that spermatogenesis-specific autosomal genes that are normally first expressed in pachytene [46] show a consistent reduced expression (on average approximately 5-fold) in the knockout sample (Table 2). This is in accordance with an arrest of spermatogenesis in *Ubr2 *knockout mice in early pachytene [44], so that pachytene spermatocytes (in which MSCI occurs) are relatively depleted from the knockout sample. The difference in germ cell composition of the wild type and *Ubr2 *knockout testes provides an alternative explanation for the observed upregulation of X- and Y-linked gene expression; the cells that have reached the stage in which MSCI occurs are present in much lower number in the knockout testes. Also, H2Ak119 ubiquitylation in *Ubr2 *knockout spermatocytes may seem impaired due to the lack of mid- and late-pachytene cells in which the H2AK119ub1 levels are much higher than during early pachytene (additional file 6, figure A). From the above, we suggest that there is lack of evidence that ubiquitylation of H2A and MSCI are impaired in the *Ubr2 *knockout. We hypothesize that, rather than H2A, a yet unknown ubiquitylation substrate of HR6B is required for the maintenance of MSCI. However, we do not exclude the possibility that this substrate is targeted via complex formation between HR6B and UBR2.

**Table 2:** *Ubr2 *knockout testes show 5-fold reduced expression of pachytene-induced genes compared to wild type.

ID_REF	Gene Symbol	Log 2 day 11	log2 day 18	ratio 11/18	Log2 *Ubr2 *ko	Log 2 wt	ratio ko/wt
92929_at	*Cyct*	5,466	6,981	-1,515	9,848	11,482	-1,634

102949_g_at	*Hemt1*	7,008	10,551	-3,542	11,667	11,986	-0,319

93658_at	*Ptpn20*	3,638	6,142	-2,504	9,403	11,482	-2,079

93140_at	*Tsx*	6,571	8,912	-2,341	11,063	11,162	-0,099

92732_at	*Adam2*	1,868	8,318	-6,450	8,598	11,525	-2,927

101864_at	*Actl7b*	3,379	8,461	-5,083	6,267	8,358	-2,091

99995_at	*Cetn1*	3,573	8,130	-4,557	6,715	10,220	-3,505

98334_at	*Crtam*	0,963	5,053	-4,090	4,426	7,084	-2,657

161398_at	*Dnahc8*	4,075	9,146	-5,072	9,849	11,791	-1,942

160219_r_at	*Meig1*	1,233	6,090	-4,857	10,418	12,178	-1,761

101388_at	*Pgk2*	2,379	6,064	-3,685	3,770	8,484	-4,714

99326_at	*Pla2g2c*	6,712	8,569	-1,857	7,098	8,331	-1,233

101938_at	*Pabpc2*	5,849	9,399	-3,550	6,391	9,510	-3,119

93207_at	*Acr*	3,739	7,684	-3,945	6,097	8,689	-2,592

99542_at	*Pdha2*	7,661	11,078	-3,417	10,434	11,366	-0,932

99531_at	*Syngr4*	5,309	8,498	-3,189	8,658	10,180	-1,522

100358_s_at	*Tcp10a/c*	5,609	9,042	-3,433	5,171	9,343	-4,172

103058_f_at	*Tcp10a/b/c*	1,000	8,203	-7,203	5,689	10,602	-4,912

97381_s_at	*Tcp11*	5,642	9,575	-3,933	7,055	9,709	-2,654

93955_at	*Zpbp*	4,961	7,196	-2,235	7,822	9,488	-1,665

100526_f_at	*Adam3*	2,935	7,698	-4,763	5,518	9,798	-4,280

104238_at	*Art5*	6,036	6,990	-0,954	5,873	6,177	-0,304

92911_at	*Ccna1*	4,612	5,957	-1,345	4,961	7,436	-2,475

92198_s_at	*Daf2*	5,081	6,870	-1,789	4,466	7,113	-2,646

97480_f_at	*Dnajb3*	7,828	10,902	-3,075	6,795	9,034	-2,239

102795_at	*Mesp1*	4,225	6,013	-1,788	5,869	8,299	-2,430

161033_at	*Papolb*	4,717	6,695	-1,978	6,181	9,108	-2,928

102244_at	*Tesp1*	4,217	5,044	-0,827	4,435	7,249	-2,813

			Average	-3,321		Average	-2,380

Expression of pachytene-induced spermatogenesis genes at postnatal day 11 and day 18 of testis development [46], and at postnatal day 16 in wild type and *Ubr2 *knockout testis [44]. The ratios of the Log2 values of gene expression in total testis between day 11 and day 18 of wild type and between *Ubr2 *knockout and wild type testes are shown. The bottom row shows the average Log2 values of the ratios between day 11 and day 18 and between wild type and *Ubr2 *knockout testes.

## Discussion

The ubiquitin-conjugating enzymes HR6A and HR6B perform essential functions, as evidenced by the observation that double knockout embryonic stem cells cannot be obtained [26]. In *Hr6b *knockout testes, progression of spermatogenesis is severely affected, and HR6B most likely performs multiple functions at different steps of spermatogenesis [25]. The aberrant structure of the SC in late spermatocytes and the increased frequency of meiotic recombination in *Hr6b *knockout spermatocytes [38] indicate that HR6B might regulate chromatin structure. Herein, we have analysed HR6A/B localization during male meiotic prophase and performed global gene expression analyses to obtain more insight into the effects of HR6B-deficiency on gene expression, in particular of X- and Y- encoded genes in spermatocytes and spermatids. Despite the clear aberrations in chromatin structure in *Hr6b *knockout spermatocytes, we observed very few significant changes in mRNA expression in these cells. This indicates that the aberrations in SC structure and meiotic recombination are most likely due to loss of direct effects of HR6B at the protein level, without robust changes in gene expression. We have previously suggested that the increased meiotic recombination frequency upon loss of HR6B could be caused by a more open chromatin structure, allowing SPO11 to cut at more sites [38]. If this is so, this open chromatin structure does not lead to a significant global increase in gene expression in *Hr6b *knockout spermatocytes.

### HR6B prevents premature expression of postmeiotic X and Y-linked genes in spermatocytes

The only significantly upregulated gene in spermatocytes is the X-linked s*pindlin-like *multicopy gene. Of the 32 copies of this gene that localize to the X-chromosome, only 14 contain an open reading frame of 236 aa. The other copies encode smaller open reading frames of variable length. The Y-linked copies; the *Ssty *genes, were also found to be more highly expressed in knockout spermatocytes compared to controls, but the effect was less pronounced. It is not known whether the *Spindlin-like *genes are actually male fertility genes and if the spindlin-like proteins have a function. When we grouped all known X-linked multicopy genes and analysed their expression levels on the array, we found that the whole group of X-linked spermatid-specific multicopy genes showed premature expression in spermatocytes. In addition, when we grouped the X-chromosomal single-copy genes based on their expression pattern (postmeiotic repression, A; postmeiotic re-expression, B; postmeiotic-specific, C), we found that also the group of single-copy X-linked genes --that are normally spermatid-specific-- show premature induction of their expression. Based on the observed increased H3K4me2 level on the XY body in late spermatocytes [39], we suggest that this premature induction of X-linked gene transcription occurs in diplotene spermatocytes.

In pachytene and early diplotene spermatocytes, phosphorylated HR6B protein is enriched on the XY body. Phosphorylated HR6B may represent the active fraction of the enzyme, since mutation of the analogous site in Rad6p in yeast (S120) affects cell growth, H2B ubiquitylation and telomeric silencing [15]. In yeast, H2B ubiquitylation facilitates methylation of H3K4 and H3K79 [7,14,21]. H3K4me3 and H3K79me2 are enriched on active chromatin in yeast and mammalian cells [40,47-49]. The overall level of H2B ubiquitylation observed on Western blots was found to be normal in *Hr6b *knockout spermatocytes [39], and the nuclear H3K4me2 and H3K4me3 immunostaining signal was not reduced by loss of HR6B. In fact, H3K4me2 was even increased on XY chromatin from diplotene onwards in *Hr6b *knockout spermatocytes, compared to wild type controls [39]. This indicates that H2B might not be a primary target for HR6B on the XY body. However, ubiquitylated H2B most likely also perform functions independent of H3 methylation [50], including possible direct repression of gene expression [51]. Recently, it has been shown that H2B ubiquitylation stabilizes nucleosomes, and this may directly help to repress transcription at certain sites [52]. Indeed, the repressed proto-oncogenes regulated by RNF20 (the human homolog of yeast Bre1p) display "closed" chromatin structure and yet are highly enriched with both ubiquitinated H2B and H3K4me3 [51]. Based on these observations, H2B ubiquitylation might function to maintain MSCI, in a direct manner, through stabilization of nucleosomal structure, thereby inhibiting access of transcriptional activators to the DNA.

### Phosphorylated HR6B functions in the regulation of major satellite transcription through local effects on chromatin structure

Phosphorylated HR6B is also temporarily enriched on centromeric chromatin of pachytene spermatocytes, and H3K9me2 is decreased in centromeric regions of *Hr6b *knockout diplotene spermatocytes [39]. In accordance with these findings, we have now observed enhanced levels of major satellite repeat transcripts in *Hr6b *knockout spermatocytes. This phenotype is reminiscent of the defective telomeric silencing in *rad6 *mutant yeast cells, which depends on H2B ubiquitylation and downstream H3K4 and H3K79 methylation by the histone methyltransferases Set1p and Dot1p, respectively [14,53-55]. In yeast, the roles of H3K4 and H3K79 methylation in silencing might be indirect, meaning that loss of these modifications leads to redistribution of silencing proteins, to regions that are normally active and enriched for H3K4 and H3K79 methylation, resulting in reduced repression of heterochromatin regions [56]. In an analogous manner, the enhanced transcription from major satellite repeats might be caused by a decrease in H2B ubiquitylation at specific sites, not detected as a measurable change in the overall level of H2B ubiquitylation, and a subsequent redistribution of silencing proteins away from the centromeric regions. However, the localization of HR6B at the centromeric regions in mouse spermatocytes indicates that HR6B might have a direct effect on the local chromatin structure, perhaps also through ubiquitylation of H2B, but at silenced regions, leading to enhanced stability of nucleosomes, and directly helping to maintain repression by preventing access of activation factors to the DNA [52].

### HR6B deficiency has a dramatic effect on overall gene expression in round spermatids

Spermatocytes and spermatids of wild type testis contain about equal levels of HR6B [38]. However, using immunocytochemistry, clear localization of HR6B to the chromatin was observed only in spermatocytes. This indicates that HR6B may localize mainly in the cytoplasm in spermatids, or that it is less tightly attached to the chromatin in postmeiotic cells. The dramatic effect on the overall gene expression pattern indicates that postmeiotic spermatid development is severely dysregulated. We analysed samples of the isolated cell fractions by hematoxilin-eosin staining before RNA isolation to verify the purity of the cells (see Methods), and observed no morphological differences between the wild type and knockout fractions. The large overall effect on gene expression may have several causes. It might be envisioned that defects that already occur in spermatocytes affect gene expression later, in spermatids. Lack of ubiquitylation of critical substrates in spermatocytes and/or spermatids may gradually dysregulate many cellular processes that finally also affect gene expression. Lack of H2B ubiquitylation in spermatids could also be one of the causative factors in the observed phenotype. However, we have not been able to detect any ubiquitylated histone fraction in highly purified round spermatids [57]. This may at least in part be due to de-ubiquitylation occurring during spermatid purification [57]. If reduced H2B ubiquitylation in *Hr6b *knockout round spermatids causes global gene repression, it is to be expected that H3K4 methylation would also be reduced, and this has not been observed [39]. This argues against a critical involvement of HR6B-induced H2B ubiquitylation during round spermatid development, although it is not excluded that H2B ubiquitylation might be affected at certain local sites. Lu et al [45] reported very recently that the ubiquitin ligase RNF8 mediates H2A and H2B ubiquitylation during spermatogenesis. During spermatid elongation, lack of H2A and H2B ubiquitylation in *Rnf8 *knockout spermatids prevents H4 hyperacetylation, and thereby blocks removal of histones [45]. In wild type mouse testis, H4 hyperacetylation precedes the histone-to-protamine transition that is required to compact and protect the genome in the small sperm head [58]. Previously, we have shown that increased H2A ubiquitylation precedes the histone-to-protamine transition, and in *Hr6b *knockout elongating spermatids, H2A ubiquitylation appears normal [57]. In addition, the histones are removed, as evidenced from the fact that transition proteins accumulate in elongating *Hr6b *knockout spermatids [25]. Based on these observations, it appears unlikely that HR6B acts together with RNF8 to ubiquitylated H2A and H2B during spermatid elongation. However, it cannot be excluded that RNF8 also interacts with HR6A, which is postmeiotically induced [42], and this may allow RNF8 to ubiquitylate histones in *Hr6b *knockout mouse testis.

### HR6B deficiency leads to global de-repression of X chromosome transcription in round spermatids

During postmeiotic spermatid development, the sex chromosomes are still marked by the presence of silencing proteins, and a low level of Cot-repeat RNA FISH signal [35]. This indicates that there is an overall repression of gene expression from these chromosomes. Indeed, the average gene expression level from the X chromosome is still much lower compared to autosomes in spermatids [34,35]. However, if genes with expression below 100 are excluded from the analyses, the average expression level of X-linked and autosomal genes in spermatids is similar. This indicates that the X-linked single-copy genes that are expressed, can be expressed at normal levels, despite the fact that the X chromosome is generally enriched for heterochromatin markers. The X-linked multi-copy genes have an average expression level that is even higher (approximately 2.5-fold higher than the autosomal average). In *Hr6b *knockout spermatids, we found a somewhat higher expression for X-linked single and multi-copy genes compared to wild type spermatids, and the walking average of gene expression along the X chromosome is higher all along the chromosome. This indicates that the role of HR6B in repression of postmeiotic sex chromosome-linked gene transcription is general and global, consistent with the observed overall increase in H3K4me2 levels on X and Y chromatin in spermatids that was previously observed [39].

Apart from *Hr6b*, one other gene, named *Sly*, was recently shown to regulate postmeiotic sex chromosome inactivation. This is a multicopy Y-linked gene that is specifically induced during postmeiotic spermatid development. Coquet et al. [59], knocked down *Sly *and found specific derepression of sex chromosome-linked gene transcription. The expression of some autosomal genes was also altered, but the majority of differentially expressed genes was X-linked. HR6B has a more global effect on gene expression, involving up and downregulation of many autosomal genes. In addition, it specifically represses X- and Y-linked gene transcription. The number of X- and Y-linked genes that is differentially expressed in *Sly *knockdown and *Hr6b *knockout spermatids is comparable. Direct comparison of the datasets is difficult because different array platforms were used. However manual comparison revealed that approximately 20-30 X- or Y-linked genes are upregulated in both models. Deficiency for SLY leads to decreased levels of H3K9me3 on X and Y chromatin in spermatids [59]. In *Hr6b *knockout spermatids, such a decrease has not been observed. Instead, we found increased H3K4me2 on X and Y [39]. In addition, HR6A and HR6B are not differentially expressed in the *Sly *knockdown spermatids [59]. Together, these data indicate that HR6B and SLY might act on postmeiotic sex-linked gene transcription via independent mechanisms.

## Conclusions

Although HR6B is required for several aspects of chromatin dynamics through the male meiotic prophase, the overall gene expression is hardly affected in *Hr6b *knockout spermatocytes. Still, single-copy and multicopy X-linked postmeiotic genes are expressed prematurely in *Hr6b *knockout spermatocytes. In addition, HR6B represses major satellite repeat transcription, a function reminiscent of the role of Rad6 in telomeric silencing in yeast.

In *Hr6b *knockout spermatids, 30% of the annotated genes is differentially expressed, and multiple functional pathways are affected to a similar extent, indicating gross overall dysregulation of gene transcription. In wild type spermatids, single-copy postmeiotic X-linked genes reach expression levels that are comparable to that of autosomal genes. This indicates that approximately 20% of gene promoters on the X chromosome can be normally activated, despite the presence of heterochromatin markers originating from MSCI. Previously, RNA polymerase II mediated gene transcription of miRNAs has also been reported in spermatocytes as well as spermatids [60]. We suggest that the overall repressed conformation of the sex chromosomal chromatin, both in spermatocytes and spermatids, does not interfere with access of the transcription machinery to specific genes. This is consistent with the fact the DAPI staining of the XY body and of PMSC is not as dense as for example the DAPI staining of centromeric chromatin.

Lack of HR6B, in association with global upregulation of H3K4me2, leads to a global upregulation of X chromosomal gene expression in spermatids,. The critical ubiquitylation substrate for HR6B at the XY body and PMSC is not known. The E3s UBR2 and RAD18 both interact with HR6A/B, and also accumulate at the XY body. For the Bre1 homologs, RNF20 and RNF40, the localization in meiotic cells is not known. Either one of these E3s, or an unknown E3, may be involved in targeting a chromatin component for ubiquitylation by HR6B to maintain sex chromosome silencing in spermatocytes and spermatids.

## Methods

### Isolation of different cell types from mouse testis

All animal experiments were approved by the animal experiments committee DEC-Consult (EUR 897, EUR1168, EUR 1427). To obtain knockout mice, *Hr6b*^+/- ^mice, obtained from backcrosses of *Hr6b*^+/- ^mice with FVB mice, were intercrossed to obtain *Hr6b*^-/- ^females. These were then crossed with Hr6b^+/- ^males derived from backcrosses of *Hr6b*^+/- ^mice with FVB mice, to yield male *Hr6b*^-/- ^mice. *Hr6b*^+/+ ^mice, derived from backcrosses of *Hr6b*^+/- ^mice with FVB mice were intercrossed to yield male *Hr6b*^+/+ ^mice. The crosses to obtain male *Hr6b*^+/+ ^and male *Hr6b*^-/- ^mice were set up simultaneously, using animals from the same backcross generation (>20).

Spermatocytes and round spermatids were isolated from 4-5-week-old *Hr6b*^+/+ ^and *Hr6b*^-/- ^mouse testes after collagenase and trypsin treatment, followed by sedimentation at unit gravity (StaPut procedure). Subsequently, cells were further purified by density gradient centrifugation through Percoll [61]. Cells were snap-frozen in liquid nitrogen and stored at -80°C. A sample of each isolated fraction was used for hematoxilin-eosin staining on slides, in order asses the purity of the fractions. The purity of the cells was >80%, and not different between wild type and knockout preparations.

### RNA isolation and qRTPCR

For real-time qRTPCR and array hybridization, RNA was prepared from the isolated germ cell preparations by Trizol. The purity, integrity and quality of extracted RNA were measured using Nanodrop and Bioanalyzer 2100 (Agilent technologies). Prior to the reverse transcriptase reaction, RNA was DNAse-treated (1 μl RNase free DNase with 2 μg RNA in a total reaction volume of 15 μl for 30 minutes at 37°C, followed by heat inactivation of the enzyme at 65°C for 10 minutes). Subsequently, the reverse transcriptase reaction was carried out in 40 μl reaction volume containing 0.5 mM dNTPs, 2.5 ng/μl random hexamer primers, 5 mM MgCl2, 0.01 M DTT, 2 μl RNase-out, 2.5 U/μl Superscript II Reverse Transcriptase (Invitrogen, Breda, The Netherlands), and 1× reaction buffer supplied by the manufacturer of the enzyme (Invitrogen). Primers were annealed for 10 minutes at 25°C, followed by 50 minutes of cDNA synthesis at 42°C. The reaction was stopped by incubating the mixture at 70°C for 10 minutes. Subsequently, the cDNA was treated with RNase H for 20 minutes at 37°C. Upon heat inactivation, the cDNA was kept at -20°C. 0.4 μl of the cDNA reaction mixture was used for each real-time PCR experiment. This reaction was carried out in a total volume of 25 μl including 12.5 ul SYBR Green PCR Master Mix (Applied Biosystems) and the appropriate primer mixture in the CFX96 Real-Time System (Bio-Rad). The reaction involved 3 minutes 95°C denaturation, followed by 40 cycles of 30 seconds 95°C, 30 seconds, annealing, 30 seconds extension at 72°C, and a final 5 minute incubation at 72°C. Readouts were performed after each cycle. Primer sequences, exon location, annealing temperatures, and product sizes, are shown in additional file 7. Primers for selected genes were designed using the Primer3 program http://frodo.wi.mit.edu/primer3/. Primer Blast http://www.ncbi.nlm.nih.gov/tools/primer-blast/index.cgi?LINK_LOC=BlastNoResAd was used to test the specificity of the primers *in silico*. Primer sequences for selected repeat sequences were taken from Martens et al. [62]. *β-actin *(primers have been described by Namekawa et al. [34]) was included in each reaction and used to normalize the data. The quality of the primers was tested through analysis of the melting curve, which showed a single peak for all selected genes. For the LTR transposon and the Line L1 repeats, the products were melted at 78°C and 74°C, respectively, before performing each readout. For the major and minor satellite repeat sequences, multiple peaks were observed, as expected. Two independent experiments were performed for each analysed gene and each real-time PCR reaction was performed in duplicate. -RT reactions were negative.

### Immunohistochemistry, protein isolation, and Western blotting

50-day-old wild type FVB mice, transgenic mice carrying the X-linked GFP transgene (*X-GFP*), and *Hr6b*^+/- ^and *Hr6b*^-/- ^mice with or without the *X-GFP *gene were killed and one testis was snap frozen in liquid nitrogen and stored at -80°C. The other testis was fixed in 4% paraformaldehyde in PBS at 4°C overnight followed by dehydration and embedding in paraffin according to standard procedures. Protein extracts were prepared by 10 cycles of 10 seconds sonication in 0.25 M sucrose/1 mM EDTA supplemented with complete protease inhibitor cocktail (Roche). Protein concentrations were determined using Coomassie Plus protein assay reagent (Pierce, Perbio Science, Etten-Leur, Netherlands) as described by the manufacturer.

An amount of 20 μg of protein per sample was separated on 12% SDS-polyacrylamide gels and the separated proteins were transferred to nitrocellulose membranes, using the BioRad miniprotean III system and blot cells (Bio-Rad, Veenendaal, Netherlands). Membranes were stained with Ponceau S (Sigma-Aldrich, Zwijndrecht, Netherlands) according to the supplier's protocol.

GFP was detected using a mouse monoclonal anti-GFP (Roche) at a 1:1000 dilution. Rabbit polyclonal MIWI antibody (Cell Signaling) was used at a 1:1000 dilution. Mouse monoclonal anti-TH2B (Millipore, anti-tyrosine hydroxylase) was used at a 1:1000 dilution. After blocking non-specific sites with 3% w/v non-fat milk in PBS with 0.1% v/v Tween20 (blotto) for 1 hour at room temperature, antibody was added in fresh blotto, and incubation was continued for an additional hour at room temperature. Subsequently, non-bound antibody was removed through several washes using PBS with 0.1% v/v Tween20. Peroxidase-labeled second antibody (Sigma) was diluted in blotto, and incubation was for 1 hour at room temperature. Antigen-antibody complexes were detected by using a chemoluminescence kit (Du Pont/NEN, Bad Homburg, Germany) according to the instructions provided by the manufacturer. Immunohistochemistry for X-GFP (anti-GFP at 1:4000 dilution) was performed as described previously (Roest et al., 1996), except that the slides were counterstained using the period acid Schiff (PAS) staining followed by hematoxilin.

### Meiotic spread nuclei preparations and immunocytochemistry

Spread nuclei preparations of mouse spermatocytes were prepared using a modification of the drying-down technique described by Peters et al. [63]. For immunocytochemistry, frozen slides were defrosted at room temperature and washed with PBS. The slides were blocked with PBS containing 0.5% w/v BSA and 0.5% w/v milk powder, and were double stained with rat polyclonal anti-SYCP3 [39], and mouse monoclonal IgM anti-ubi-H2A (Upstate, Waltham, MA, USA) or rabbit polyclonal antibody directed against the yeast Rad6 protein phosphorylated or nonphosphorylated at S120 (NDPNPAS*PANVE). The corresponding sequence in both HR6A and HR6B is (DEPNPNS*PANSQ). Specificity of the antibody for mouse phosphorylated and nonphosphorylated HR6A/B was determined using the peptides for competition experiments (not shown). For rabbit polyclonal primary antibodies, the secondary antibody was fluorescein isothiocyanate (FITC) (Sigma, St Louis, USA)-labeled goat anti-rabbit IgG. The secondary antibody used for the rat polyclonal anti-SYCP3 was Alexa 594-labeled goat anti-rat IgG. FITC-labeled goat anti-mouse IgM (Sigma) was used as secondary antibody for anti-H2A_K119ub1 _(IgM). Primary antibodies were diluted in 10% w/v BSA in PBS and incubated overnight in a humid chamber. Thereafter, slides were washed in PBS, blocked in 10% v/v normal goat serum (Sigma) in blocking buffer (5% milk powder; w/v in PBS, centrifuged at 13,200 rpm for 10 min), and incubated with secondary antibodies in 10% v/v normal goat serum in blocking buffer at room temperature for 2 hours. Next, the slides were washed in PBS and embedded in Vectashield containing DAPI (4',6'-diamidino-2-phenylindole) (Vector Laboratories, Burlingame CA, USA).

### Microarray data generation

The purity, integrity and quality of extracted RNA was measured using Nanodrop and Bioanalyzer 2100 (Agilent technologies). cRNA was produced from purified RNA and labelled according to the Affymetrix sample preparation protocol. Labelled samples were hybridised to Mouse Genome 430 2.0 Arrays following the Affymetrix hybridisation protocol. After ~16 hours, hybridised arrays were washed and signal intensities were generated by scanning arrays using the Affymetrix 7G GeneChip scanner. For each cell type replicate experiments were performed, 8 arrays in total.

### Microarray data analysis

Normalised signal intensities were generated from Affymetrix CEL files (GEO database http://www.ncbi.nlm.nih.gov/geo, accession number GSE21749 for data generated and deposited by us, and accession number GSE4193 for data generated by Namekawa et al. [34]) using RMA normalisation implemented in R software (Bioconductor project, Limma package) [64]. Linear models and empirical Bayes methods, implemented in R Limma package, were used to asses differential expression [65]. To evaluate the expression pattern of genes across different chromosomes, normalized data were exported to excel and annotated using the corresponding annotation file from the array manufacturer (Affymetrix, Mouse430_2 Annotations, Release 30 (11/15/09)). Array probes with less than 100 signal intensity in more than 50% of samples in the normalized data were excluded from the analysis where indicated. To investigate the effect of *Hr6b *knockout on single-copy and multi-copy X-linked genes, 552 single-copy and 25 multi-copy genes described by Mueller et al. [36], were selected in wild type and *Hr6b *knockout normalised microarray data of spermatocytes and spermatids. Data were summarised and plotted in Excel. Statistical tests (Wilcoxon rank sum test) were performed using R software. To understand the effect of HR6B on X-linked genes that are expressed at different stages of spermatogenesis, groups of genes classified by Namekawa et al. [34] were used. As described by Namekawa et al. [34], 278 genes that that are repressed in round spermatids (Group A), 33 genes that are reactivated in round spermatids (Group B), and 51 genes that show specific expression in round spermatids (Group C), were annotated with wild type and *Hr6b *knockout data and plotted using Excel. Statistical test (Wilcoxon rank sum test) was performed using R software.

To understand the pathways that are affected by HR6B, lists of differentially expressed genes were imported and analysed and using Ingenuity software (Ingenuity systems).

## Abbreviations

(PCNA): proliferating cell nuclear antigen; (SC): synaptonemal complex; (MSCI): meiotic sex chromosome inactivation; (PMSC): postmeiotic sex chromatin; (qRTPCR): quantitative RT-PCR; (pHR6A/B): phosphorylated HR6A/B; (SYCP3): synaptonemal complex protein 3; (SPIN-SSTY): spindlin/spermiogenesis-specific protein domains; (FITC): fluorescein isothiocyanate

## Authors' contributions

EMA participated in the design of the study, carried out the microarray analyses, bioinformatics analyses and drafted the manuscript. EW isolated RNA and protein and performed qRTPCR analyses and immunocytochemical and western blot analyses. JWH purified testicular cell types, isolated RNA and performed qRTPCR analyses. ES-L performed qRTPCR analyses. MO isolated tissues and performed immunohistochemical analyses. ZWS generated and characterized antibodies, WFJvIJ generated microarray data and participated in writing the manuscript, JAG participated in the design of the study and writing of the manuscript. WMB conceived of the study, participated in its design and wrote the manuscript. All authors read and approved the manuscript.

## Supplementary Material

Additional file 1 **Differentially expressed genes between *Hr6b *knockout and wild type germ cells**. Sheet 1: differentially expressed genes between *Hr6b *knockout and wild type spermatocytes. Sheet 2: differentially expressed genes between *Hr6b *knockout and wild type spermatids Click here for file

Additional file 2 **Comparision between the array data and qRTPCR data of selected genes in two batches of wild type and *Hr6b *knockout spermatocytes and spermatids**. A, Comparision between the array data and qRTPCR data of selected autosomal genes differentially expressed in *Hr6b *knockout spermatids. B, Comparision between the array data and qRTPCR data of selected autosomal genes with the highest P-value for differential expression in spermatocytes (not significant). C, Comparision between the array data and qRTPCR data of selected X- and Y-linked genes differentially expressed in *Hr6b *knockout spermatids. P-values are indicated. qRTPCR data were normalized to β-actin. Click here for file

Additional file 3 **Pathways affected by *Hr6b *knockout in spermatids**. Differentially expressed genes between *Hr6b *knockout and wild type spermatids were imported into Ingenuity pathway analysis software, and the significant pathways that are affected in this knockout are presented. Click here for file

Additional file 4 **Genes that are known to be involved in ubiquitin pathway and are affected by *Hr6b *knockout**. Differentially expressed genes between *Hr6b *knockout and wild type spermatids were imported into Ingenuity pathway, and their effect on canonical pathways was investigated. In this table the genes that are involved in the ubiquitin canonical pathway, and affected in *Hr6b *knockout spermatids are presented. Click here for file

Additional file 5 **X-linked genes that are (re)induced in spermatids reach an average expression level that is comparable to the average expression from autosomes**. A) Normalized average expression for each chromosome was calculated and plotted, genes with an expression value of less than 100 in 3 or more samples were excluded from the analysis. Average expression, linear scale, is plotted on the y-axis, and chromosome numbers are shown on the X-axis. The late spermatocytes showed very small and variable changes in average gene expression per chromosome. For round spermatids, the average expression from most autosomes is slightly higher in wild type. On chromosome X, a reverse effect is observed, where the average expression is significantly higher in knockout round spermatids. Abbreviations: wt, spt, round spermatid wild type; ko spt, round spermatid *Hr6b *knockout; wt spc, spermatocyte wild type; ko spc, spermatocyte *Hr6b *knockout. B) Average gene expression of autosomal and X-linked genes in spermatocytes and spermatids analysed in the microarray data set from Namekawa et al [34]. Genes with an expression value <100 in 3 or more samples were excluded. Click here for file

Additional file 6 **Analyses of gene expression in *Ubr2 *knockout testis and H2AK119 ubiquitylation in wild type spermatocytes**. A) Analysis of H2AK119 ubiquitylation (H2AK119ub1, green) and SYCP3 (red) during meiotic prophase in spread wild type mouse spermatocyte nuclei. Each image was obtained using the same microscope and camera settings. B) Genes that were more than two-fold up or downregulated in *Ubr2 *knockout versus wild type samples [44] were calculated per chromosome. Click here for file

Additional file 7 **PCR primers used for qRTPCR**. Click here for file

# Supplementary material for: The ubiquitin-conjugating enzyme HR6B is required for maintenance of X chromosome silencing in mouse spermatocytes and spermatids
**Source:** BMC Genomics. 2010 Jun 10;11:367. doi: 10.1186/1471-2164-11-367
**Supplement:** Additional file 7 — PCR primers used for qRTPCR.

| Name                           | Forward primer           | exon | Reversed primer          | exon  | Annealing temp (°C) | Product size |
|--------------------------------|--------------------------|------|--------------------------|-------|---------------------|--------------|
| <i>2610034M16Rik</i>           | AAGGAACTGGCGATTATCCC     | 6    | TTCCTCAGCAGCACTATTGG     | 7     | 60                  | 92           |
| <i>Cd24a</i>                   | TTCTGGCACTGCTCCTACCC     | 2    | CTGGTGGTAGCGTTACTTGG     | 2     | 60                  | 112          |
| <i>Al987692/Gsdmc2</i>         | CCTGGATGAGCTGCGAAAGG     | 12   | GCACCATCAGAGCTTGAAGG     | 12-13 | 60                  | 86           |
| <i>Ripk4</i>                   | GACTTTGAGGGCCGAACACC     | 8    | GGCAACCAGGCATCCTTTCC     | 8     | 54                  | 119          |
| <i>Tmcc2</i>                   | GGAAGTGC GGAGATAAAGG     | 3    | CAGGCACTGGGTCATGTAGG     | 3     | 54                  | 103          |
| <i>Lzp-s/Lyz1</i>              | GCCTGTGGGATCAATTGC       | 2    | CATGCTCGAATGCCTTGG       | 3     | 54                  | 101          |
| <i>Gm614/Il2rg</i>             | AGACTCTGCCAGCAAATTCC     | 3    | TTCAGCATGGGCACAATAGC     | 4     | 53                  | 117          |
| <i>Rbmy1a1</i>                 | GATCATGCTGGCTATCTTGG     | 9    | TTGCAGATGGTGCCTCATGG     | 10    | 53                  | 115          |
| <i>Sms</i>                     | GCTGGACCTTCAGAGTTACG     | 3    | CGAACTATGGGTGGTAATCG     | 4-5   | 54                  | 138          |
| <i>4930408F14Rik</i>           | ACCTGGAGCTTGTGGATGG      | 1    | CGAGGTACACTCTAGGTTTGG    | 1     | 54                  | 117          |
| <i>Ssty</i>                    | ATACCACAGCAAGGCTACAG     | 3    | TCAGGGTGTGGAAGAAGAC      | 3     | 58                  | 107          |
| <i>Actin-β</i>                 | CCGTGAAAAGATGACCCAG      | 3    | TAGCCACGCTCGGTCAGG       | 4     | 54-61               | 249          |
| <i>Major satellite repeats</i> | GACGACTTGAAAAATGACGAAATC |      | CATATTCCAGGTCCTTCAGTGTGC |       | 59                  | 308          |
| <i>Minor satellite repeats</i> | CATGGAAAATGATAAAAACC     |      | CATCTAATATGTTCTACAGTGTGG |       | 52                  | 162          |
| <i>Mariner</i>                 | AGGCAGCAGAGCACAAATG      |      | TTGCTGTTAAGGGAATTGTGG    |       | 61                  | 198          |
| <i>Charlie</i>                 | TTGAGAATCGGATGGGAGAC     |      | AAGAACTGTCTTATTCAGGC     |       | 59                  | 119          |
| <i>LTR transposon</i>          | AGCAGGTGAAGCCACTG        |      | CTTGCCACACTTAGAGC        |       | 57                  | 270          |
| <i>Line L1</i>                 | TTTGGGACACAATGAAAGCA     |      | CTGCCGTCTACTCCTCTTGG     |       | 57                  | 155          |
| <i>rDNA</i>                    | CCTGTGAATTCTCTGAACTC     |      | CCTAAACTGCTGACAGGGTG     |       | 59                  | 198          |
| <i>Sine B1</i>                 | GTGGCGCACGCCTTTAATC      |      | GACAGGGTTTCTCTGTGTAG     |       | 59                  | 113          |
| <i>Sine B2</i>                 | GAGATGGCTCAGTGGTTAAG     |      | CTGTCTTCAGACACTCCAG      |       | 59                  | 131          |

List of primers used for qRT-PCR

How the deposited data were processed for this re-analysis (not part of the article)

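Gene expression was measured in spermatocytes and round spermatids of wild type and Hr6b knockout mice of 4 to 5 weeks, with 2 arrays in each of 4 groups and 8 arrays in total. The values are log2 values that the authors made with RMA before they were deposited, by background correction, quantile normalization between arrays at the probe level and summary per probe set. The methods do not state whether the 8 arrays were normalized together. All arrays and all columns of values were used, and no further normalization was applied for the values at the claims.

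The 64 control probe sets were left out, and 45037 probe sets were tested. Symbols and chromosomes came from the platform annotation, under which 34945 probe sets name 1 gene, 932 name several and 9160 none, and 128 probe sets were named from Additional file 1. By chromosome, 1173 probe sets are X-linked, 23 Y-linked and 34344 autosomal.

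A linear model with a mean for each of the 4 groups was fitted in R 4.3.3 with limma 3.58.1 (lmFit and eBayes), with 4 residual and 5.85 prior degrees of freedom, and p-values were adjusted by the Benjamini-Hochberg method over the 45037 probe sets. The comparisons were knockout minus wild type in spermatocytes, the same in spermatids, and the difference between these effects (the interaction). A probe set is called at an adjusted p under 0.05, and counts are also given under 0.01. A gene with several probe sets is represented in the lists by that with the highest signal. Sets of probe sets and 35 gene lists were tested with limma's fry (a rotation test) and with camera, at a correlation of 0.01 and with the correlation estimated from the data, and list p-values were adjusted over the 35 lists. The rank sum test that the methods of the paper name was run over probe sets, and chromosomes were compared by Fisher's exact test, 2-sided. Both count probe sets, which are not independent replicates. With 2 arrays per group an exact permutation test cannot give a p under 0.333.

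The gene lists were written by hand from the paper and from general knowledge of spermatogenesis, the ubiquitin pathway, basic cell processes and marker genes of testis cells. X-linked multicopy genes come from such a list. X-linked single-copy genes are the remaining X-linked probe sets with a signal of 100 or more on at least 4 arrays. Genes specific to spermatids have at least 8-fold more signal in spermatids than in spermatocytes and a signal of 100 or more there, and low X-linked genes have a mean signal under 100 in both cell types. The walking average covers 20 neighbouring probe sets in chromosome order. The genes named in the text are those the paper names for its array or qRT-PCR results, the 10 probe sets per cell type and direction with the largest log2 fold change among called ones whose knockout arrays both lie beyond both wild type arrays and which name a single gene, and up to 4 members of each list. Values in Additional file 1 had been seen when this rule was written.

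On simulated data with the spread of these arrays, a log2 change of 1 was recovered for 100% of 67 changed probe sets in spermatocytes and 95.5% in spermatids, and a change of 0.5 for 14.9% and 8.96%. Of 177 and 148 calls, 10 and 12 were false. A signal of 100 or more was found on 14972 to 15942 probe sets per array.

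The alternatives were a fit of each cell type alone, the replicate number as a block, shifting each array to an equal median of expressed autosomal probe sets, cyclic loess, a filter on signal, the trend and robust options of eBayes, 1 probe set per gene, inclusion of the control probe sets, leaving out each array in turn, the rank sum test or camera in place of fry, other definitions of multicopy genes, signal thresholds of 50 and 200, fold cutoffs of 4 and 16, medians in place of averages and windows of 10 and 50 probe sets. Quantile normalization of the deposited values, subtraction of an estimated share of spermatid signal from the knockout spermatocyte arrays and matching of X-linked with autosomal probe sets by signal were chosen after the data were seen. So was the share of spermatid signal needed by autosomal probe sets below a log2 signal of 12, 13 or 14 in knockout spermatids, chosen by an 8-fold or a 4-fold rule. Immunostaining, qRT-PCR, the GFP transgene and the pathway software of the paper have no values among the files and were left out.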

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

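The tests of a single share of spermatid RNA, of 4930408F14Rik (with the signal limits), of the lower calls after rescaling and of somatic RNA for the X-linked genes specific to spermatids were chosen after their results were seen.

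The knockout effect differed between spermatids and spermatocytes, by a test of the difference, for 2073 probe sets. It also differed for X-linked against autosomal probe sets, whose median difference was 0.16 higher in spermatids, and for X-linked genes low in both cell types, whose mean effect was 0.18 higher in spermatids, both on the log2 scale. Of 5 lists of markers of somatic testis cells, which the paper does not analyse, 4 were higher in knockout than in wild type spermatids, with mean log2 fold changes of 0.63 for Sertoli cells, 0.47 for Leydig cells, 0.29 for macrophages and other immune cells and 0.22 for endothelial cells, and the list of peritubular and connective tissue was lower (-0.24). All 5 passed fry and none passed with an estimated correlation (adjusted p = 0.377). The Leydig mean rests mostly on Klk1b5 and Klk1b16 (2.03 and 1.65), no steroidogenic gene of that list was called, and Fcmr (2.50) raises the immune mean.

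Genes specific to spermatids were higher in knockout spermatocytes. Autosomal ones rose by a mean log2 fold change of 0.58 and X-linked ones by 0.67, so the rise is not limited to the X chromosome, and RNA of round spermatids in the knockout spermatocyte fraction may explain it. Against this, the methods report that purity did not differ between the genotypes, and the discussion that morphology did not. The X-linked median share of spermatid RNA was 0.795 of the autosomal one on replicate 1 and 1.15 times it on replicate 2, so the medians ask for a like share. Whether a single share serves the genes that rose most is open. Tnp1, Prm2 and Tnp2 are at the top of the range of the arrays in spermatids, where the share they need is overstated. Cd24a is well below that top, with knockout spermatid signals of 330, 1191 and 1877 on its probe sets. These need 8.02%, 6.74% and 8.14%, against an autosomal median of 1.56%, but they stand for a single gene. For 4930408F14Rik the outcome depends on the share subtracted, as its log2 fold change of 1.58 became 1.51 with the median share of the autosomal set and 0.36 with the highest, which comes from Tnp1 and is overstated. Below a log2 signal of 13 it was 1.1 with the highest share under the 8-fold rule. With the highest under a 4-fold rule, which comes from 1 probe set, of Snai2, it was -0.40. With the share that 1% of the 4-fold probe sets exceed it was 0.92. A spermatid origin therefore cannot be told apart from earlier expression. Earlier expression of spermatid genes in the knockout, on all chromosomes, stays open as well and was not tested.

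X-linked genes were higher in knockout spermatids relative to autosomal genes. The tables argue against the normalization as the whole cause, because the difference of the medians was 0.063 after cyclic loess and 0.11 as deposited, and against a narrower range of signal, because 0.711 of it was kept after matching on signal. RNA of somatic cells is consistent with 4 of 5 marker lists above 0. In the other, peritubular markers, 4 of 18 fell, among them the matrix gene Fn1 (257 ± 10.5 against 808 ± 75.7), and 1 rose. Its contractile markers were not called and went both ways, with Acta2, Myh11, Des and Cnn1 at 0.23 to 0.33 and Mylk and Tagln at -0.36 and -0.48. Somatic RNA would dilute the X-linked genes specific to spermatids, which rose by 0.38 as deposited and 0.54 after cyclic loess. A higher yield of later spermatids cannot be told apart. The rise of autosomal spermatid genes was 0.385 of the X-linked rise as deposited, under the bound of 0.5 set before. This ratio was 0.509 without wild type spermatids replicate 2 and 0.275 without wild type spermatids replicate 1. With the genes chosen on the wild type arrays alone it was 0.138, so it depends on the arrays and the choice of genes. After cyclic loess it was 0.588, but both means rose there by a like amount, from 0.15 to 0.32 and from 0.38 to 0.54. Such an addition raises the ratio by itself, so the value of 0.588 is no evidence either way. A lasting effect of HR6B loss on X-linked transcription stays open beside these.

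Most called probe sets were lower in knockout spermatids. After cyclic loess 50.0% were lower and with the expressed autosomal medians set equal 16.8%, but both scalings balance the arrays by construction, so these values do not support a narrower range of signal as the cause. In the deposited values 61.5% of called autosomal probe sets were higher in the group of lowest signal and 21.8% in the group of highest signal. A narrower range of signal on the knockout spermatid arrays cannot be told apart from a true loss of abundant transcripts.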

How the results depend on the processing

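Subtraction of spermatid signal, quantile normalization and matching on signal were chosen after the data were seen. On simulated data with 2 arrays per group, log2 changes of 0.5 were mostly missed. The simulation had 148 calls in spermatids and the data had 6514, so this rate need not hold for the data. Where 1 array is left out, the lone array is assumed to vary like the other groups. Over all alternatives, 554 of the values besides single genes and lists kept their direction and side of the threshold, 38 lost and 4 gained a call, 172 moved and 5 reversed; for named genes these numbers are 1065, 43, 29, 65 and 0, and for gene lists 761, 268, 29, 39 and 19. X-linked probe sets called in spermatids were mostly higher without any single array (84.9% to 98.4%). Same-numbered arrays of different groups share little (correlations of -0.13 to 0.14 across probe sets), so the numbers do not pair the samples. For the changes below the cause was not tested, except where fewer arrays or the subtraction itself is the cause.

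With each cell type fitted alone, 80 probe sets were called in spermatocytes, 1 list passed in spermatocytes and 0 in spermatids, and the calls were lost for multicopy genes (0.47), spermatid-specific autosomal genes (0.58) and low X-linked genes (-0.073) in spermatocytes and for single-copy (0.30) and spermatid-specific X-linked genes (0.38) in spermatids. With the replicate number as a block, 1 and 12 lists passed, and multicopy (0.29) and spermatid-specific X-linked genes (0.38) in spermatids were lost.

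Setting the expressed autosomal medians equal adds the same amount to every log2 fold change of a cell type, so small negative means turn positive by that addition. With this setting, 13152 probe sets were called in spermatids, 16.8% of them lower, and 4165 for the interaction. Spermatid-specific autosomal genes in spermatids gained a call (0.38), low X-linked genes in spermatocytes lost theirs (-0.098), the X to autosome ratio with signal was 0.914 in wild type, 0 autosomes were lower, and 100% of windows along X and 73.7% along chromosome 3 were higher. The list means that reversed, with at least 1 of the 2 values past the threshold, were ubiquitin-conjugating enzymes 0.16, proteasome 0.12, anaphase-promoting complex and cullins 0.10, deubiquitylating enzymes 0.13, retrogenes 0.036, X silencing 0.061, chromatin 0.079, oxidative phosphorylation 0.16, inositol phosphate 0.16, cell cycle 0.038 and unfolded protein response 0.16.

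After cyclic loess 50.0% of calls in spermatids were lower and 1197 probe sets passed for the interaction. Spermatid-specific autosomal genes in spermatids gained a call (0.32), and low X-linked genes lost theirs in spermatocytes (-0.054) and spermatids (0.039). Lists reversed in the same sense were ubiquitin-conjugating enzymes 0.12, anaphase-promoting complex and cullins 0.085, deubiquitylating enzymes 0.055, retrogenes 0.026, X silencing 0.0049, chromatin 0.021, oxidative phosphorylation 0.14 and inositol phosphate 0.030. The means of meiotic prophase and pachytene-induced genes also changed sign in both settings, and those of the proteasome and the unfolded protein response after cyclic loess, without passing the threshold. The X to autosome ratio was 0.0771 and 0.0854 in wild type and knockout spermatocytes and 0.448 in wild type spermatids (0.978 with signal), 0 autosomes were lower, and 97.8% of windows along X and 68.1% along chromosome 3 were higher.

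With the filter on signal the X-linked minus autosomal median in spermatocytes reversed to 0.029, 76.9% of calls in spermatids were lower and multicopy genes in spermatids lost their call (0.30). With trend and robust, 69.1% were lower and 3325 passed for the interaction. With 1 probe set per gene, 63.1% were lower, the X to autosome ratios were 0.0676, 0.0727, 0.368 and 0.508 in wild type and knockout spermatocytes and spermatids (0.663 and 0.930 with signal in spermatids), and 97.7% of windows along X were higher. After quantile normalization 53.9% were lower. With the rank sum test 2 and 0 lists passed in spermatocytes and spermatids, multicopy (0.47 and 0.29) and single-copy genes (0.23 and 0.30) in both cell types, spermatid-specific X-linked genes in spermatids (0.38) and low X-linked genes in spermatocytes (-0.073) lost their calls, and spermatid-specific autosomal genes in spermatids gained 1 (0.15), as they did with camera (0.15). With multicopy genes chosen by suffix the spermatocyte mean was 0.056. With spermatid signal subtracted 294 probe sets were called in spermatocytes, and multicopy (0.14), spermatid-specific X-linked (0.043) and autosomal genes (0.054, by construction) lost their calls.

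With signal thresholds of 50 and 200 the X to autosome ratio in spermatids was 0.788 and 1.08 in wild type and 1.09 and 1.51 in the knockout. By medians it was 0.340, 0.325, 0.405 and 0.443 in wild type and knockout spermatocytes and spermatids (1.20 and 1.75 with signal in spermatids), 3 autosomes were lower, and 84.0% of windows along X and 53.2% along chromosome 3 were higher, the latter a reversal. Windows of 10 and 50 probe sets gave 88.2% and 99.6% along X.

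Leaving out 1 array at a time, calls in spermatocytes ranged from 119 (without knockout spermatocytes replicate 1) to 999, in spermatids from 2588 (without knockout spermatids replicate 1) to 7268 and under 0.01 from 460 (without wild type spermatids replicate 1) to 3103, the percent lower from 63.1 to 71.9, and interaction calls from 228 (without knockout spermatocytes replicate 1) to 2197. Means ranged from 0.31 to 0.63 for multicopy genes in spermatocytes, 0.26 to 0.31 in spermatids, 0.21 to 0.24 for single-copy genes in spermatocytes, 0.22 to 0.38 in spermatids, 0.29 to 0.48 for spermatid-specific X-linked genes in spermatids and -0.096 to -0.049 for low X-linked genes in spermatocytes. Of the 23 lists past fry in spermatids and the 8 in spermatocytes, all but that of Ube2b and its paralog lost their call in at least 1 of these fits. Lists that passed ranged from 1 to 8 in spermatocytes and 1 to 17 in spermatids, and higher windows from 87.6% to 96.8% along X and 29.4% to 37.4% along chromosome 3.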

Differences from the paper's values

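In spermatocytes the paper gives 1 changed gene apart from Hr6b at an adjusted p under 0.05, and 593 genes besides Ube2b were called here at that threshold. None of the 16 alternatives set before the data were examined came within 1.5 times of the paper's value, and they ranged from 65 to 829. For Ssty1 and Ssty2 in spermatocytes the paper's adjusted p is 0.113 for both, and limma gave 0.0066 and 0.00184 here. None of the 14 alternatives reached it for either gene (0.000467 to 0.064 for Ssty1, 1.45e-05 to 0.0408 for Ssty2). The paper's unadjusted p of 6.31E-05 for Ssty1 stands against 2.75e-05 in limma here, within 1.5 times of it under 6 of 14 alternatives (the replicate block, the filter on signal and leaving out each of the 4 spermatid arrays) and not under the other 8. For Ssty2 the paper's unadjusted p is 0.000184 against 5.86e-07 in limma here, and none of 14 alternatives came near it (1.29e-09 to 1.98e-05).

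The paper's supplement gives a log2 fold change in spermatocytes of -2.18 for Ube2b, which was -2.36 here with no alternative run for that probe set. The Ube2b probe set with the highest signal had -1.90, and -2.02 to -1.79 with 1 spermatocyte array left out. For 4930408F14Rik the supplement gives 1.93. It was 1.58 here and between 1.49 and 1.67 under 14 alternatives, none of which reached the paper's value.

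The rank sum tests compare gene groups that could not be taken from the paper's sources, so the groups here are not the same genes. For X-linked multicopy genes in spermatocytes the paper's p is 0.0203 and that of the rank sum test over probe sets here 0.542 (n = 23), and of 15 alternatives only the filter on signal came near the paper's value (0.0191). For X-linked single-copy genes in spermatids the paper's p is 0.262 against 0.139 here (n = 219), and of 14 alternatives only the fit without Hr6b knockout spermatids replicate 2 came within 1.5 times of it (0.319). For spermatid-specific X-linked genes in spermatocytes the paper's p is 0.0019 against 0.000515 here (n = 117). Of 17 alternatives, the fit without Hr6b knockout spermatocytes replicate 1 (0.00133) and the fold cutoff of 4 (0.00259) came within 1.5 times of it. For X-linked genes low in both cell types in spermatids the paper's p is 0.235 against 0.0233 here (n = 912), and none of 15 alternatives came within 1.5 times of it (1.62e-14 to 0.483).

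The paper states that autosomal genes specific to spermatids did not differ between genotypes in spermatocytes and spermatids. Here their mean log2 fold change was 0.58 in spermatocytes and 0.15 in spermatids, where fry found no difference (p = 0.363) and the rank sum test over probe sets did (p = 0.0227, n = 1183). It states that single-copy X-linked genes did not rise in knockout spermatocytes, and their average signal was 143 ± 2.06 against 116 ± 3.90 here, while the rank sum test over probe sets also found no difference (p = 0.123, n = 219). It states that average X-linked signal did not differ in spermatocytes, and it was 46.9 ± 0.96 in the knockout and 41.9 ± 0.97 in wild type here. The paper's own averages, 45 in the knockout and 40 in wild type, are close to these, so the difference is from its statement only. It states that average signal in spermatids was higher in wild type for the autosomes other than chromosome 17, and in a legend other than chromosome 7, whereas all 19 autosomes were lower in the knockout here, chromosome 17 with a ratio of 0.968 and chromosome 7 with 0.982.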

Other observations

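Genes of supporting cells of the testis changed in the knockout spermatid samples in ways the paper does not describe. The Sertoli cell genes Aard, Defb19, a defensin, and Cst12, a cystatin, rose from signals of 31.9 ± 2.59, 29.2 ± 3.57 and 28.2 ± 6.84 in wild type to 144 ± 16.2, 109 ± 1.5 and 98.0 ± 22.2 in knockout spermatids (SD, n = 2). They were more abundant in wild type spermatocytes, at 1643 ± 475, 754 ± 52.1 and 1072 ± 183. Clu, another abundant Sertoli gene, had 331 ± 28.3 and 242 ± 78.5 in spermatids and was not called. Some markers of connective tissue fell: of 18 peritubular and connective tissue markers 4 fell and 1 rose (6 and 1 when adjusted over the list alone), with Postn at 206 ± 23.2 in the knockout and 555 ± 37.1 in wild type and Igf1 at 92.1 ± 12.9 and 265 ± 7.06, while Lum rose from 50.6 ± 5.14 to 198 ± 11.8. The adjusted p was 0.0277 from fry and 0.377 with an estimated correlation, and the mean stayed negative but did not pass with the expressed autosomal medians set equal.

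Lists of several other processes passed fry in knockout spermatids, although most of their members were not called and none passed with an estimated correlation. Autosomal retrogenes had a mean log2 fold change below 0 (-0.20, 3 of 8 lower, 3 when adjusted over the list alone) and their X-linked parents one above 0 (0.26, 2 of 9 higher, 3 when adjusted over the list alone), with adjusted p = 0.0407 and 0.0434 from fry and 0.378 and 0.377 with an estimated correlation. The retrogenes turned to 0.026 after cyclic loess, where the X-linked parents stayed positive but no longer passed, and both calls were lost without any 1 of the 8 arrays. Genes of X silencing and the XY body had a mean of -0.17 (7 of 29 lower, 10 lower and 3 higher when adjusted over the list alone, adjusted p = 0.0277 from fry, and 0.377 with an estimated correlation), which turned to 0.0049 after cyclic loess, and histone and chromatin remodelling genes -0.15 (7 lower and 3 higher of 34, the same when adjusted over the list alone, adjusted p = 0.0483 from fry, and 0.378 with an estimated correlation), which turned to 0.021. Genes of inositol phosphate metabolism had -0.072 (12 lower and 5 higher of 45, 14 and 5 when adjusted over the list alone, adjusted p = 0.0407 from fry, and 0.378 with an estimated correlation), which turned to 0.030. Markers of spermatogonia and early spermatocytes had 0.20 (2 of 16 higher, 2 when adjusted over the list alone, adjusted p = 0.0303 from fry, and 0.377 with an estimated correlation), and X-linked spermatid genes 0.49 (5 of 14 higher, 5 when adjusted over the list alone, adjusted p = 0.0434 from fry, and 0.377 with an estimated correlation).

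Other lists that did not pass fry in spermatids were meiotic prophase genes (mean -0.16, adjusted p = 0.0863), the pachytene-induced genes of Table 2 (-0.12, adjusted p = 0.216), late spermiogenesis genes (0.30, adjusted p = 0.311), autosomal round spermatid markers (0.41, adjusted p = 0.238), oxidative phosphorylation (-0.068, adjusted p = 0.0812, turning to 0.14 after cyclic loess and to 0.16 with the expressed autosomal medians set equal, where it passed as higher with adjusted p = 0.0278 and 0.0055), TGF-beta and activin signalling (0.046, adjusted p = 0.0774), the unfolded protein and heat shock response (-0.072, adjusted p = 0.0838, turning to 0.16 with the expressed autosomal medians set equal), red blood cell markers (0.24, adjusted p = 0.0554) and Y-linked genes (0.19, 1 of 11 higher, 1 when adjusted over the list alone, adjusted p = 0.0761 from fry, and 0.464 with an estimated correlation, passing after cyclic loess and with the expressed autosomal medians set equal). With the expressed autosomal medians set equal, the TGF-beta, unfolded protein and red blood cell lists passed with positive means, as the TGF-beta list did after cyclic loess. The means of the meiotic prophase genes and of the pachytene-induced genes turned positive after cyclic loess and with the expressed autosomal medians set equal.

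In spermatocytes, the list of the anaphase-promoting complex and cullin ligases passed fry (mean 0.17, 3 of 29 higher, 3 when adjusted over the list alone, adjusted p = 0.0473 from fry, and 0.462 with an estimated correlation), and lost its call in 6 of 8 fits without 1 array. Meiotic prophase genes (-0.026, adjusted p = 0.894) and Sertoli cell markers (-0.055, adjusted p = 0.894) did not pass.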
